# Depletion of individual dietary amino acids induce distinct metabolic and chromatin states

**DOI:** 10.1016/j.jbc.2025.111074

**Published:** 2025-12-17

**Authors:** Spencer A. Haws, Yang Liu, Cara L. Green, Krittisak Chaiyakul, Pragyan Mishra, Reji Babygirija, Eric A. Armstrong, Anusha T. Mehendale, Irene M. Ong, Dudley W. Lamming, John M. Denu

**Keywords:** methionine, leucine, isoleucine, epigenetics, posttranslational modification, protein restriction, diet, multi-omics analysis

## Abstract

Reducing dietary levels of protein or specific essential amino acids (EAAs) promote favorable metabolic reprogramming, including improved glucose tolerance, increased insulin sensitivity, and reduced fat mass. However, the extent to which shared or EAA-specific mechanisms facilitate diet-associated phenotypes remains unclear. Here, we compared the physiological and molecular responses to dietary levels of methionine, leucine, and isoleucine by feeding C57BL/6J mice diets in which each of these specific AAs is depleted. Dietary depletion of Met, Leu, or Ile (Met-D, Leu-D, or Ile-D) elicited distinct, AA-specific physiological and hepatic molecular (transcriptome, metabolome, histone proteome) responses that were not phenocopied by mTORC1 inhibition *via* rapamycin treatment. Ile-D yielded the most distinct and dramatic responses, highlighted by expression of select chromatin modifying and metabolic enzymes that led to a prominent epigenetic state of histone H2A/H4 hypoacetylation and maintained hepatic acetyl-CoA levels despite downregulated β-oxidation. Multi-omics factor analysis of 14,139 data points objectively affirmed Ile-D phenotypes are distinct from Met-D or Leu-D and identified metabolic and chromatin features as primary discriminators. We further demonstrated the metabolic and epigenetic responses to Ile-D can be recapitulated *in vitro*, suggesting that these responses are cell intrinsic. Together, these results demonstrate that dietary depletion of EAAs induce unique phenotypes and highlight distinct molecular mechanisms by which individual EAAs may control metabolic health.

Dietary protein is a key regulator of metabolism, health, and longevity (1). It has long been suspected that the health benefits of a low protein diet arise not simply due to the consumption of reduced protein but due to decreased levels of specific amino acids. For many years, attention has focused on the potential role of dietary methionine in regulating metabolism and health. Plant-based protein may have reduced levels of methionine compared to animal proteins, and vegans have lower than normal plasma levels of methionine; thus, many have attributed the health benefits of a vegan diet to decreased consumption of methionine (2, 3, 4). The potential metabolic benefits of reduced methionine intake are readily observed in rodents, where restriction of methionine extends lifespan, promotes leanness and insulin sensitivity, and promotes the rapid loss of adipose tissue and improved glycemic control in diet-induced obese mice (5, 6, 7, 8, 9).

However, methionine is only one of the twenty common amino acids, and there is a growing awareness that other dietary essential amino acids have critical roles in regulating metabolism and health. The most well-known of these are the branched-chain amino acids (BCAAs; leucine, isoleucine, and valine), which are elevated in individuals with diabetes, are associated with insulin resistance in humans and rodents, and which promote insulin resistance in rats when supplemented in the diet (10). Conversely, dietary restriction of BCAAs promotes glucose tolerance, insulin sensitivity, and reduces adiposity in mice and rats (11, 12, 13). BCAA intake also regulates the lifespan of mice, with BCAA restriction extending the lifespan of mice and promoting lifelong leanness, and BCAA supplementation shortening lifespan and promoting obesity (14, 15). Many of the metabolic and anti-aging effects of BCAAs may be mediated by isoleucine, as restriction of isoleucine is sufficient to improve metabolic health, extend lifespan, and rejuvenate aged mouse tissues (16, 17, 18, 19).

Fluctuations in dietary nutrient consumption have been proposed to regulate physiological responses, in part, *via* epigenetic mechanisms as central metabolites act as cosubstrates for chromatin-modifying enzymes (20, 21). For example, methionine is essential to produce S-adenosylmethionine, which acts as a methyl-donor for methyltransferases. Reduced S-adenosylmethionine availability is associated with both global and site-specific decreases in histone methylation posttranslational modifications (PTMs) that play critical roles in regulating gene expression and genome stability (22). Similarly, BCAAs are catabolized to either acetyl-CoA (leucine), propionyl-CoA (valine), or both (isoleucine), and while having many other biological roles, these BCAA-derived catabolites can also be used for the PTM of histones. Acetyl-CoA is required for histone acetylation, and acetyl-CoA derived from leucine can be utilized by the p300 histone acetyltransferase to acetylate multiple substrates (23, 24). Isoleucine-derived propionyl-CoA can also be used as a substrate by histone acyltransferases and is required for propionylation of cardiac H3K23 (25). The effects of leucine and isoleucine are particularly interesting as recent work has shown that restriction of leucine and isoleucine have dramatically different effects on the metabolic health of mice, with restriction of isoleucine being necessary and sufficient for the metabolic benefits of protein restriction including reduced adipose tissue, increased energy expenditure, and improved glycemic control, while reducing leucine did not (19). Further, dietary levels of isoleucine, but not leucine, are associated with body mass index in humans (19).

It is thus clear that adaptive mechanisms exist which allow animals to actively respond not just to times of famine but to decreased availability of specific essential amino acids. These may occur over different time periods, including meal to meal variation or simply during the day in response to feeding and circadian rhythm. Some of these mechanisms could involve the mechanistic target of rapamycin complex 1 (mTORC1), an evolutionarily conserved sensor of amino acids—including Met, Leu, and Ile—that promotes growth and anabolic metabolism when amino acids are sufficient (26).

Here, we investigate the metabolic effects of restricting methionine, leucine, and isoleucine on the physiology and the liver metabolome, epigenome, and transcriptome of C57BL/6J male mice. We limited the treatments to 3 weeks, with the goal of capturing early-stage responses to depletion of EAAs. We further examine the potential role of mTORC1 in facilitating these responses by including a treatment group receiving an inhibitor of mTORC1, rapamycin. By assaying these treatment groups in parallel within a single study, we aim to quantitatively determine the degree to which dietary EAA depletion elicits unique and/or shared physiological and hepatic responses to inform how the specific amino acid profile of dietary proteins plays a key role in regulating metabolic health at the molecular level.

## Results

### Depletion of essential amino acids elicits systemic physiologic responses unique from rapamycin treatment

To validate that complete dietary depletion of select EAAs impacts physiological parameters, we placed 14-week-old C57BL/6J male mice on one of four AA-defined diets for 3 weeks (Fig. 1*A*). Briefly, we utilized a widely used commercially available AA-defined Control diet in which 15.6% of calories are derived from AAs. We then generated a series of diets in which either methionine (Met-D), leucine (Leu-D), or isoleucine (Ile-D) were depleted. All of the diets are isocaloric, with identical levels of fat and carbohydrate; in each restricted diet, non-EAAs were increased to keep the calories derived from AAs constant (Table S1). In parallel, a subset of Control-fed mice was treated daily with rapamycin to assess if mTORC1 inhibition mimics some or all of the physiological and molecular effects of EAA depletion.

**Figure 1:**
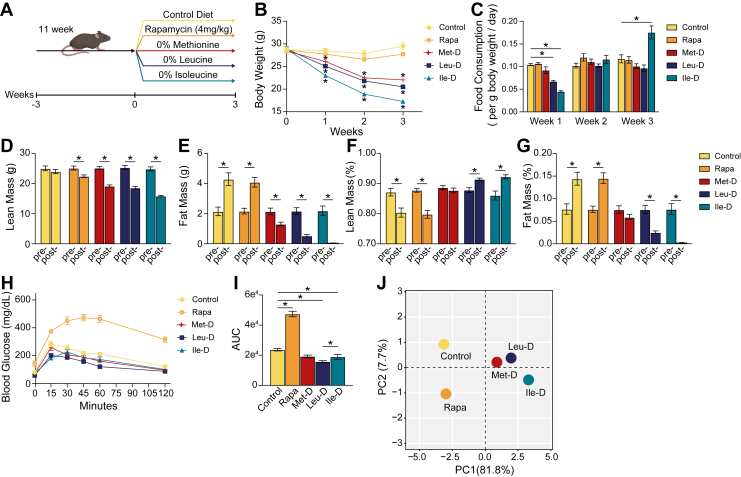
**Physiologic responses to EAA depletions and rapamycin treatment**. *A*, visual representation of study design. *B*, weekly body weight measurements. *C*, Bar graph illustrating weekly food consumption normalized to mouse body weight values. *D–E*, bar graphs depicting absolute changes in lean and fat mass measured *via* whole-body MRI following 3 weeks of dietary intervention or rapamycin treatment. *F–G*, bar graphs depicting the body composition percentages of lean and fat following 3 weeks of dietary intervention or rapamycin treatment. *H–I*, glucose tolerance test curves and calculated area under the curve (AUC) values. *J*, PCA analysis of physiological measurements. Mouse physiological data were scaled and missing values imputed using the regularized method in the missMDA package in R. Error bars = SEM; N = 12; ∗*p*-value < 0.05 as measured *via* Student’s *t* test. EAA, essential amino acid; PCA, principal component analysis.

We found that depletion of EAAs, but not rapamycin treatment, led to a steady decrease in total body weight (Fig. 1*B*). Met-D and Leu-D mice exhibited a similar pattern of lost body weight, weighing 7.5 g and 9.0 g less, respectively, than Control-fed mice following 3 weeks of EAA depletion. Notably, Ile-D mice lost significantly more body weight than both Met-D and Leu-D mice, weighing on average 12.25 g less than controls at the study’s conclusion. The observed changes in body weight were largely independent of altered food intake patterns, with food intake being similar or higher in all groups eating an AA-depleted diet from the second week onwards (Fig. 1*C*). Together, these data suggest 3 weeks of individual EAA depletion is sufficient to induce whole body weight loss, likely *via* increased energy expenditure as has been previously reported in similar systems (7, 19, 27, 28).

To assess changes in body weight as alterations in lean and fat mass stores, we analyzed body composition of each mouse at weeks 0 and 3. We found that only control mice retained lean mass over the course of our study. EAA-depleted mice experienced significant losses in lean mass that were greater than those induced by rapamycin treatment (Fig. 1*D*). Losses in lean mass correlated with a significant induction of autophagy in Leu-D mice as determined *via* decreased quadricep p62 protein expression and a trending increase in quadricep LC3B expression (Fig. S1, *A*–*C*). Although Leu-D has previously been shown to induce autophagy *via* mTORC1-inhibition, all mice were harvested following an overnight fast which may have masked autophagy induction relative to fasted controls for Met-D and Ile-D treatment groups (23). In addition, EAA depletion induced significant losses in fat mass with a near total loss in detectable fat mass for Ile-D mice (Fig. 1*E*). Loss in fat mass for Leu-D and Ile-D mice was greater in magnitude than the observed losses in lean mass, resulting in an altered body composition consisting of increased lean mass and decreased fat mass percentages (Fig. 1, *F* and *G*). The relative percentages of lean and fat mass were unchanged in Met-D mice, while control and rapamycin-treated mice exhibited increased fat mass which is consistent with normal age-associated changes in body composition. Therefore, these data show dietary depletion of individual BCAAs has a greater impact on body composition than Met-D, likely *via* mTORC1-independent mechanisms.

In addition to altered body composition, dietary EAA depletion has been associated with improved glucose tolerance (11, 12, 13). Although 3 weeks of complete dietary Met-D was unable to significantly improve glucose tolerance relative to controls, Leu-D, and Ile-D mice exhibited improved glucose clearance under glucose tolerance test conditions (Fig. 1, *H* and *I*). Unlike EAA depletions, rapamycin-treated mice displayed reduced glucose tolerance as we have previously observed (29, 30). Collectively, principal component analysis (PCA) of these data shows 3 weeks of individual EAA (Met, Leu, or Ile) dietary depletion is sufficient to induce whole-organism physiologic changes, with each EAA depletion eliciting distinct phenotypes which were not observed by rapamycin treatment alone (Fig. 1*J*).

### Ile-D induces a robust transcriptional response compared to Met-D, Leu-D, or Rapa treatment

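Liver RNA from 60 male C57BL/6J mice, an inbred laboratory strain, was sequenced after 3 weeks of treatment, with 12 mice in each of 5 groups. Mice were fed the control diet, the methionine-depleted (Met-D), leucine-depleted (Leu-D) or isoleucine-depleted (Ile-D) diet, or the control diet with rapamycin, an inhibitor of mTORC1, injected at 4 mg/kg/day. Each group was made up of 4 cages of 3 mice, and mice were randomized by cage, so that all mice of a cage received the same treatment. The cage of each mouse was inferred from the number in its sample label, which the labels do not call a cage. Mice were 14 weeks of age at the start and were fasted for 16 h before liver collection. Libraries were prepared from total RNA with a strand-specific protocol. The authors aligned the reads to the GRCm38.p5 build of the mouse genome and deposited expected counts for 56884 Ensembl gene identifiers, without normalization. An expected count is an estimate of the number of reads from a gene, which need not be whole where a read could come from several genes. The counts summed to between 17440314 and 30094728 per mouse, with a median of 23735721. Median totals were 22194592 in Control mice (range 18655367 to 29333005), 24596171 in Met-D (17440314 to 27962734), 25379154 in Leu-D (21616994 to 27882841), 22934034 in Ile-D (19472280 to 30094728) and 22431316 in rapamycin-treated mice (19511072 to 27576717). The group medians differed by less than the range within any single group. In none of the 330 pairs of mice within a group were the counts identical or as close as sampling noise allows, since the lowest chi-square per gene was 10.8 and the median 76.6. All 60 mice were therefore used as separate samples. Expected counts were rounded to whole numbers, and the 14252 genes that passed edgeR's filterByExpr by group were tested. Each treatment was compared with Control by limma voom with TMM normalization, in one model of all 60 mice, which follows the paper's methods. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 are called DE genes. The paper states its filter on low counts in words only, and its own table holds 13929 transcripts. Mice that shared a cage resembled each other more than other mice of their group. The median intraclass correlation by cage was 0.255 over the tested genes, and it was above 0 for 90.5% of them. The model counts each mouse as a replicate, so calls were also made with the counts of each cage summed, which leaves 4 cages against 4.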

To begin identifying the distinct molecular mechanisms elicited by each EAA depletion as well as rapamycin treatment, we performed bulk RNA-sequencing to determine how each treatment altered the functional gene expression landscape of the liver (Table S2). We performed this analysis using livers from mice collected following the *in vivo* analyses described above, after mice had consumed the indicated diets (or been treated with rapamycin) for 3 weeks. PCA of log transformed gene counts per million values (Fig. 2*A*) revealed similar groupings of Met-D and Leu-D, suggesting that these amino acid depletions induce a relatively shared transcriptional response that is distinct from Ile-D. In support of this observation, 45.6% (n = 4088) of all differentially expressed (DE) genes identified in Ile-D liver were uniquely altered under this condition alone (Fig. 2*B*). 

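Over the 5 group means of log2 CPM, PC1 held 64.0% of the variance and PC2 24.2%. The means of Met-D and Leu-D lay 46.8 log2 CPM units apart in Euclidean distance over all tested genes, against 94.7 between Met-D and Ile-D and 81.5 between Leu-D and Ile-D. Scaling each gene to unit variance moved this grouping the most, with 52.8% of the variance on PC1 and a Met-D to Leu-D distance 0.604 of the Met-D to Ile-D distance. Among single mice, PC1 held 31.3% of the variance and PC2 12.4%. PC1 scores were 69.98 ± 17.6 in Ile-D (SD, n = 12 mice), 11.1 ± 8.86 in Leu-D and -4.34 ± 6.96 in Met-D, with -36.9 ± 5.75 in Control mice. The lowest Ile-D mouse, at 41.8, scored above the highest Leu-D mouse, at 28.0. Met-D and Leu-D mice overlapped on this axis, with ranges of -17.9 to 7.17 and -3.88 to 28.0. Against Control, 9099 genes were DE in Ile-D liver by limma voom, and 4180 of them, or 45.9%, were called in no other treatment. Absence of a call in another diet is not itself a difference, so the diets were also compared with each other in the same model. Of these 4180 genes, 3003 (71.8%) differed between Ile-D and both of the other diets, and 3739 (89.5%) differed from at least one. Their median absolute log2 FC in Ile-D was 0.63. The share unique to Ile-D moved most with a required log2 FC of at least 1 in either direction, which left 1927 such genes, or 70.8% of the Ile-D calls. It was lowest, at 32.0%, with an unadjusted p-value under 0.05.

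**Figure D1:**
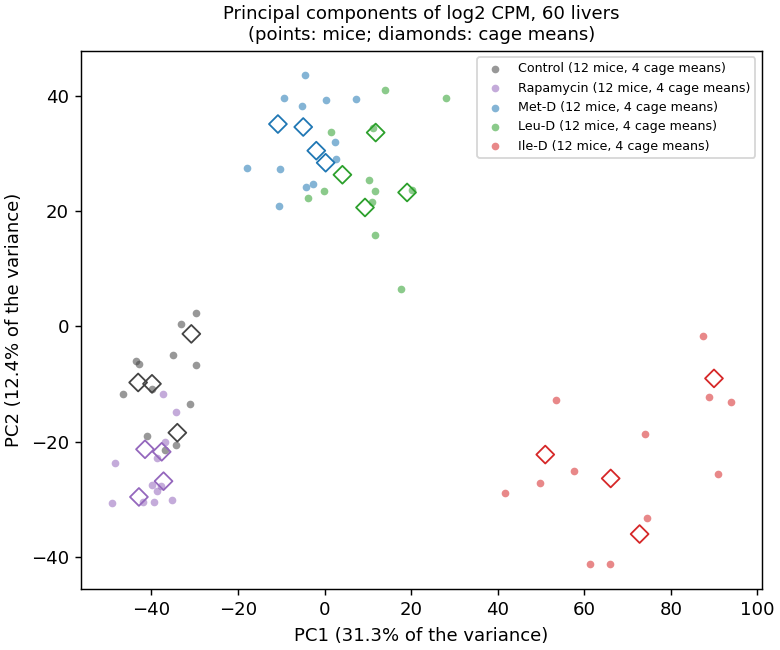
PCA of log2 CPM over the 60 livers, with PC1 (31.3% of variance) on the x axis and PC2 (12.4%) on the y axis. Points are mice, diamonds are means of the 3 mice of a cage, and colors are the 5 groups. Ile-D mice lie at the right, from 41.8 upward on PC1, while Met-D and Leu-D mice overlap.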

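In Leu-D liver 604 of the 5095 DE genes (11.9%) were called in no other treatment, and in Met-D liver 498 of 3772 (13.2%). Most of these genes changed little, with median absolute log2 FCs of 0.46 in Leu-D and 0.49 in Met-D. When the diets were compared directly, 149 of the 604 genes (24.7%) differed between Leu-D and both Met-D and Ile-D, and 429 (71.0%) differed from at least one of them. For Met-D, 208 of the 498 genes (41.8%) differed from both other diets and 408 (81.9%) from at least one. With every gene that had a count in any mouse tested, 990 genes (16.9%) were unique to Leu-D.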

Only 11.7% (n = 590) and 13.2% (n = 494) of DE genes in Leu-D and Met-D mice, respectively, were unique to each given condition (Fig. 2*B*). 

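Calls shared between diets were counted over the genes tested in all groups. Of the 5095 Leu-D DE genes, 87.7% were also called in Met-D or Ile-D, and 83.0% (4228 genes) were called there but not under rapamycin. The corresponding shares for Met-D were 86.5% and 81.5% (3076 genes). Of the genes not called in Leu-D, 61.4% were called in Met-D or Ile-D, and of those not called in Met-D, 66.3% were called in Leu-D or Ile-D. All 3 diets shared 2005 DE genes, of which 1825 (91.0%) changed in the same direction in each, 777 up and 1048 down. The change was largest in Ile-D for 1308 of the 2005 genes (65.2%), and 123 were also called under rapamycin. All comparisons use the same 12 Control mice, which raises the overlap by itself. In 100 simulated draws of unchanged groups compared with shared controls, a median of 20.7% of the genes with an unadjusted p-value under 0.05 in one comparison also had one in the other (lowest draw 1.13%, highest 100%).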

In fact, a majority of Leu-D or Met-D DE genes were also differentially regulated by at least one other dietary EAA depletion (*i*.*e*., Leu-D = 83%, Met-D = 81.4%). A majority of rapamycin DE genes (77.5%) were also shared by at least one other EAA restricted condition, although relative to the changes observed in other conditions, the absolute number of DE genes contributing to this pattern (n = 478) was significantly lower (Fig. 2*B*). 

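Under rapamycin 606 genes were DE, and 472 of them (77.9%) were also called in at least one EAA depletion. Ile-D shared 409 of the 606 genes (67.5%), Leu-D 263 (43.4%) and Met-D 198 (32.7%). Of the genes not called under rapamycin, 75.1% were called in at least one EAA depletion, 63.7% in Ile-D, 35.4% in Leu-D and 26.2% in Met-D. With different Control cages for rapamycin and for the diets, averaged over the 6 ways to assign 2 cages to each, 79.3% of the rapamycin calls were shared, ranging from 73.5% to 83.1%, against 64.2% of all tested genes called in a diet in these fits. This comparison was chosen after the data had been seen, and with fewer controls it gave 237.3 rapamycin DE genes on average, between 83 and 599. The number of rapamycin DE genes depended on how mice of one cage were treated in the model. It was 61 with cage as a random block and 15 with the counts summed per cage, where 1320 and 1284 genes had an unadjusted p-value under 0.05. It was 2096 when voom weighted each mouse by its quality, and 218 without cage 2 of the rapamycin group.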

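In Met-D liver 1911 DE genes were higher and 1861 lower than in Control. Leu-D gave 2524 higher and 2571 lower, and Ile-D 4493 higher and 4606 lower, which together made up 63.8% of all genes tested. Rapamycin raised 248 genes and lowered 358. Among DE genes, the typical size of a change differed less than the counts. The median absolute log2 FC was 0.71 in Ile-D, 0.54 in Met-D, 0.53 in Leu-D and 0.63 under rapamycin. These medians cover only genes that passed the threshold, so they do not rank the treatments by size of response. Over all tested genes, the Euclidean distance of the group mean from Control was 109.2 log2 CPM units in Ile-D, 68.2 in Leu-D, 60.8 in Met-D and 34.7 under rapamycin. Changes of at least 1 log2 unit were found for 2722 genes in Ile-D, 876 in Leu-D, 699 in Met-D and 131 under rapamycin. With the counts of each cage summed, 7332 genes were called in Ile-D, 2666 in Leu-D and 1641 in Met-D, so the order of the treatments was the same. These calls included 80.3%, 52.2% and 43.4% of the genes called over mice.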

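In each comparison with Control, the 3 largest rises and the 3 largest falls were taken among DE genes with an average log2 CPM of at least 1 whose 4 treated cage means all lay on one side of the 4 Control cage means. Cux2, on chromosome 5 of GRCm38 from 121856366 to 122050102, was among the genes with large rises in the diets. It overlaps 2 genes on the opposite strand, whose reads could be included if the counting ignored strand. Its log2 CPM was -0.91 ± 0.67 in Control mice (SD, n = 12) and 5.45 ± 0.81 in Ile-D mice. The log2 FC of Cux2 was 4.66 in Met-D (SE 0.75, adjusted p = 1.91e-06), 5.73 in Leu-D (SE 0.74, adjusted p = 6.93e-09) and 6.53 in Ile-D (SE 0.74, adjusted p = 2.22e-11) by limma voom. Cyp2b9 rose by 7.04, 8.48 and 7.05 in the same order. Cyp2c69 had a log2 FC of 6.45 in Leu-D. The largest falls included Mup15, with log2 FCs of -9.005, -8.70 and -10.83, Mup17, with -8.09, -8.48 and -10.72, Hsd3b5, with -6.31, -5.96 and -5.85, and in Ile-D also Mup19, with -8.02. Values of several of these genes are uncertain because related genes share their sequence. Of the 50-base stretches of their transcripts, 100.0% in Mup15 and Mup19, 78.1% in Mup17, 54.3% in Cyp2c69, 21.2% in Hsd3b5 and 11.2% in Cyp2b9 also occur in other genes. Under rapamycin, Tsc22d1 (chromosome 14, 76414961 to 76507765) had a log2 FC of 1.76 (SE 0.18, adjusted p = 2.31e-10), whereas it fell by 1.86 in Met-D, 1.91 in Leu-D and 2.27 in Ile-D. Nipal1 (chromosome 5, 72647795 to 72671078) had a log2 FC of -2.20 (SE 0.33, adjusted p = 3.01e-05), whereas it rose by 1.82, 1.53 and 2.56 in the diets. Serpina7 and Slc41a2 rose by 1.88 and 1.85 under rapamycin, and Hamp2 and Marco had log2 FCs of -4.25 and -3.70. With the counts of each cage summed, limma no longer called these 4 genes. Over the 30 alternatives tried for each, the adjusted p-value ranged from 7.81e-07 to 0.195 for Serpina7, 5.6e-06 to 0.236 for Slc41a2, 3.42e-13 to 0.107 for Hamp2 and 4.56e-10 to 0.187 for Marco. In the diets, Serpina7 also rose in Met-D (1.00, limma adjusted p = 0.0445) and Leu-D (2.42, 7.4e-07), and Slc41a2 in Ile-D (1.24, 0.00389). Marco went the other way from rapamycin, rising in Met-D (1.29, 0.0352) and Ile-D (3.27, 2.82e-09). The calls of Serpina7 and Marco in Met-D were lost with the counts of each cage summed. Hamp2 was called in no diet. Other genes hold 11.2% of the 50-base stretches of Hamp2.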

The absolute numbers of identified DE genes mirrored the relative magnitude of each response, with Met-D and Leu-D DE genes eliciting transcriptional responses less significant than Ile-D but greater than rapamycin treatment (Fig. 2, *C*–*F*). Together, these data collectively suggest EAA depletions stimulate distinct hepatic transcriptional responses from rapamycin treatment.

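Across all tested genes, the log2 FC under rapamycin was nearly unrelated to that in the diets. Pearson's r was -0.075 with Met-D, 0.013 with Leu-D and 0.099 with Ile-D, and Spearman's rho was -0.0034, 0.057 and 0.11. These are correlations across genes, which are not independent replicates, so no p-value is given. All 4 comparisons share the Control mice, and 100 simulated draws of unchanged groups against shared controls gave a median Pearson's r of 0.50 (lowest draw -0.29, highest 0.83). Of these draws, 4 fell below 0 and 7 below 0.1. The draws held no treatment effect, whereas the diets changed many genes. They therefore show what shared controls give alone, and do not set the r or the share of same signs expected here. With different Control cages for each comparison, r was -0.19 with Met-D, -0.097 with Leu-D and 0.015 with Ile-D. Of the DE genes that rapamycin shared with a diet, 37.4% changed in the same direction in Met-D, 55.1% in Leu-D and 69.9% in Ile-D. With different Control cages these shares were 16.7%, 35.3% and 57.1%. The share in Met-D also depended on one cage, and was 59.8% of 122 genes without Control cage 11, against 37.4% of 198 genes with all cages. Among genes with an unadjusted p-value under 0.05 in both comparisons, 44.3% had the same sign in Met-D, 54.4% in Leu-D and 62.9% in Ile-D, against a median of 99.8% in the simulated draws (lowest draw 41.2%).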

**Figure 2:**
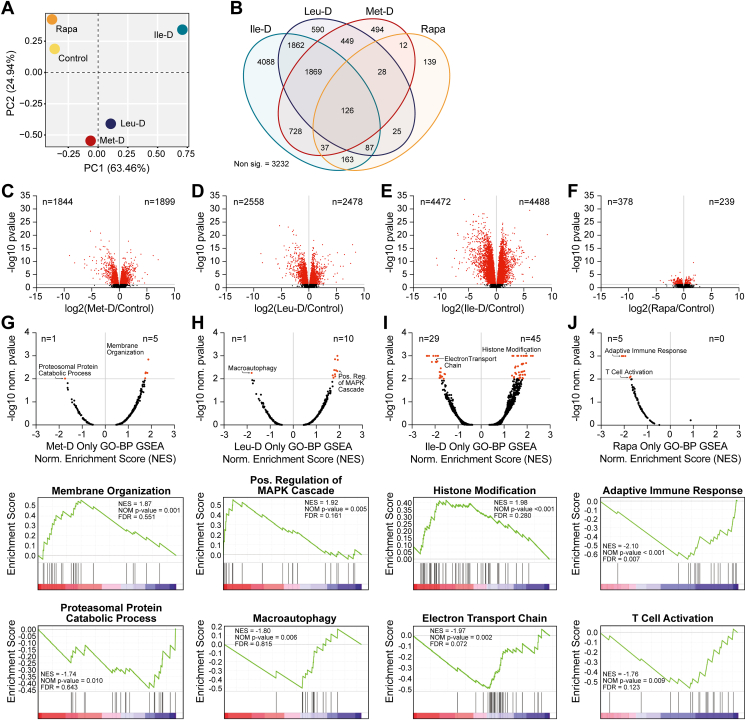
**Hepatic transcriptional programs elicited by EAA depletions and rapamycin treatment**. *A*, PCA analysis of log transformed gene CPM values. *B*, Venn diagram of differentially expressed genes with *p* < 0.05. *C–F*, volcano plots depicting log2 FC and -log10 adj. *p*-values for all identified genes. Horizontal marker indicates threshold for statistical significance (p-adj. < 0.05) with significantly changing genes marked in *red*. *G–J*, Dot plots illustrating enriched Gene Ontology–Biological Process (GO-BP) gene sets as determined *via* gene set enrichment analyses (GSEAs) of differentially expressed genes unique to each given condition. Example GSEA plots highlighting significantly enriched GO-BP gene groups with positive and negative normalized enrichment scores (NES) are present beneath each corresponding dot plot. N = 12. CPM, counts per million; EAA, essential amino acid; PCA, principal component analysis.

With EAA transcriptional responses being clearly distinct from those elicited by rapamycin treatment, we performed Gene Ontology Biological Process (GO-BP) functional annotation of DE genes shared by Met-D, Leu-D, and Ile-D conditions to identify candidate processes which are broadly responsive to dietary EAA depletion (31). This analysis identified 59 significantly enriched GO-BP terms covering cellular functions related to lipid (*e*.*g*., fatty acid and cholesterol metabolic processes) and amino acid (*e*.*g*., glutathione and glutamate metabolic processes) metabolism as well as chromatin regulation (*e*.*g*., chromatin remodeling and chromatin looping) and RNA processing (*e*.*g*., rRNA processing and RNA splicing) (Table S3). 

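The genes that the paper lists in Table S3 for 8 of these terms were examined here. They were selected by the paper as DE in all 3 diets of these same mice, so that their calls are not independent evidence, while their directions were left open. Of 23 genes of fatty acid metabolic process, 19 were lower and 3 higher in all 3 diets, with median log2 FCs of -0.67 in Met-D, -0.70 in Leu-D and -1.01 in Ile-D. Cholesterol metabolic process had 14 of 18 genes lower and 4 higher, with medians of -0.46, -0.61 and -1.14 in the same order. Glutathione metabolic process had 14 of 15 genes lower, with medians of -0.55, -0.66 and -1.12, and glutamate metabolic process 6 of 7, with medians of -0.44, -0.52 and -0.77. Genes of nuclear processes went the other way. In rRNA processing 31 of 33 genes were higher in all 3 diets, with medians of 0.40, 0.56 and 0.84, and in RNA splicing 22 of 25 were, with medians of 0.34, 0.49 and 0.68. Of 57 genes listed for chromatin remodeling, 54 were tested here, of which 36 were higher and 14 lower, with medians of 0.36, 0.42 and 0.52. Under rapamycin the medians of these 7 terms lay between -0.020 and 0.13.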

Notably, the GO-BP term “transmembrane transport” possessed the second-most significant FDR value and was primarily enriched for solute carriers (SLCs), including the amino acid transporters SLC25A22 and SLC36A4. These results highlight how dietary EAA depletions uniformly stimulate significant responses by nutrient uptake and utilization pathways in addition to shared aspects of chromatin and RNA regulation.

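Of the 44 genes that Table S3 lists for transmembrane transport, 26 are solute carriers. In all 3 diets 29 of the 44 were lower and 15 higher, and the median log2 FC was -0.35 in Met-D, -0.44 in Leu-D and -0.58 in Ile-D, against -0.019 under rapamycin. Slc25a22, which encodes a mitochondrial glutamate carrier, lies on chromosome 7 of GRCm38 from 141429744 to 141437892. Its log2 CPM was 8.40 ± 0.35 in Control mice (SD, n = 12), and its log2 FC was 0.82 in Met-D (SE 0.20, adjusted p = 0.00149), 0.52 in Leu-D (SE 0.20, adjusted p = 0.0392) and 0.45 in Ile-D (SE 0.20, adjusted p = 0.0466) by limma voom. A single cage carried the change in Ile-D, since without cage 9 the log2 FC of Slc25a22 was 0.072 (limma adjusted p = 0.737). Without cage 13 of Leu-D its log2 FC in Leu-D was 0.33 (limma adjusted p = 0.231). Slc25a22 was called in none of the diets with the counts of each cage summed. Over 30 alternatives its adjusted p-value ranged from 7.3e-06 to 0.065 in Met-D, 0.008 to 0.231 in Leu-D and 0.0035 to 0.737 in Ile-D. Slc36a4, an amino acid transporter gene on chromosome 9 from 15709738 to 15743361, had log2 FCs of 0.61 in Met-D (SE 0.16, adjusted p = 0.00216), 0.52 in Leu-D (SE 0.16, adjusted p = 0.00727) and 0.98 in Ile-D (SE 0.15, adjusted p = 1.48e-07). Its call in Leu-D was lost with the counts of each cage summed, at a limma adjusted p of 0.0617, and without Control cage 18, and ranged from 0.000777 to 0.0722 over the alternatives.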

We next sought to assess the unique functional consequences of each individual EAA depletions or rapamycin treatment by analyzing condition-specific DE genes *via* a GO-BP preranked gene set enrichment analysis (GSEA) (Fig. 2, *G*–*J*, Table S4) (32). 

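Of the genes called in a single treatment, 2194 of those for Ile-D were higher than in Control, 349 of those for Leu-D and 303 of those for Met-D. For rapamycin the corresponding set held 134 genes over mice, 8 with cage as a random block and 3 with the counts of each cage summed. The GO-BP gene sets behind the paper's enrichment were not analysed here. In their place, 18 lists of liver processes and cell types, written from general knowledge beforehand, were tested in each treatment.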

Met-D-specific DE genes were assigned to a small number of significantly enriched gene sets (n = 6) which primarily possessed positive normalized enrichment scores (NES) values and consisted of membrane organization/cell motility biological processes (Fig. 2*G*). A similar number of significantly enriched gene sets were identified using Ile-D specific transcripts (n = 11) which also predominantly held positive NES scores. Positive NES gene sets were overwhelmingly associated with diverse intracellular signal transduction pathways such as the MAPK signaling cascade (Fig. 2*I*). Ile-D-specific DE genes were assigned to the greatest number of significantly enriched GO-BP gene sets (n = 74) (Fig. 2*J*), consistent with Ile-D eliciting the greatest magnitude of transcriptional response across all conditions. Interestingly, multiple positive NES gene sets were associated with histone/protein posttranslational modifications, providing potential insights into mechanisms regulating the unique transcriptional profile of Ile-D mice. 

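Lists of 12 histone acetyltransferase genes and 18 histone deacetylase genes were tested with camera on the voom model, with a preset correlation between genes of 0.01 and adjustment over the 72 tests. In Ile-D the acetyltransferases had a median log2 FC of 0.35, with 8 of the 12 DE, 6 higher and 2 lower (8 adjusted over the list alone), but as a set they did not stand apart from other genes (camera adjusted p = 0.146). Among them Crebbp and Ep300 had log2 FCs of 0.81 and 0.63. The deacetylases had a median of -0.22 and 11 of 18 DE, 3 higher and 8 lower (11 adjusted over the list alone), and did not stand apart as a set either (camera adjusted p = 0.155). Fry asks whether members shift in one direction on average, without comparing them with other genes. It called the acetyltransferases upward and the deacetylases downward, at adjusted p-values of 6.71e-08 and 2.06e-09. The highest adjusted p-value over 5 alternatives was 0.498 for each. Of the 72 tests over all lists and treatments, camera called 14 with the preset correlation, and each of these 14 was also called by fry, which called 37. With the correlation estimated from the data, camera called 0 of the 72, with 8 at an unadjusted p-value under 0.05.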

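A list of 25 genes of fatty acid beta-oxidation and one of 59 nuclear-encoded respiratory chain subunits were tested in Ile-D liver. Of the beta-oxidation genes, 24 were DE, all of them lower (24 adjusted over the list alone), with a median log2 FC of -1.40 (camera adjusted p = 5.85e-16). Echs1 was the exception, with a log2 FC of 0.10 (SE 0.10, limma adjusted p = 0.383). Of the respiratory chain genes, 33 of 59 were DE, all lower (29 adjusted over the list alone), with a median log2 FC of -0.26 (camera adjusted p = 0.00498). The change of the respiratory chain was thus much smaller per gene than that of beta-oxidation. In Met-D and Leu-D the median log2 FC of beta-oxidation genes was -0.058 and -0.087, with 7 of 25 DE in each (7 and 7 adjusted over the list alone; camera adjusted p = 0.72 and 0.504). The respiratory chain medians were 0.020 and -0.039 (camera adjusted p = 0.968 and 0.414).

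**Figure D2:**
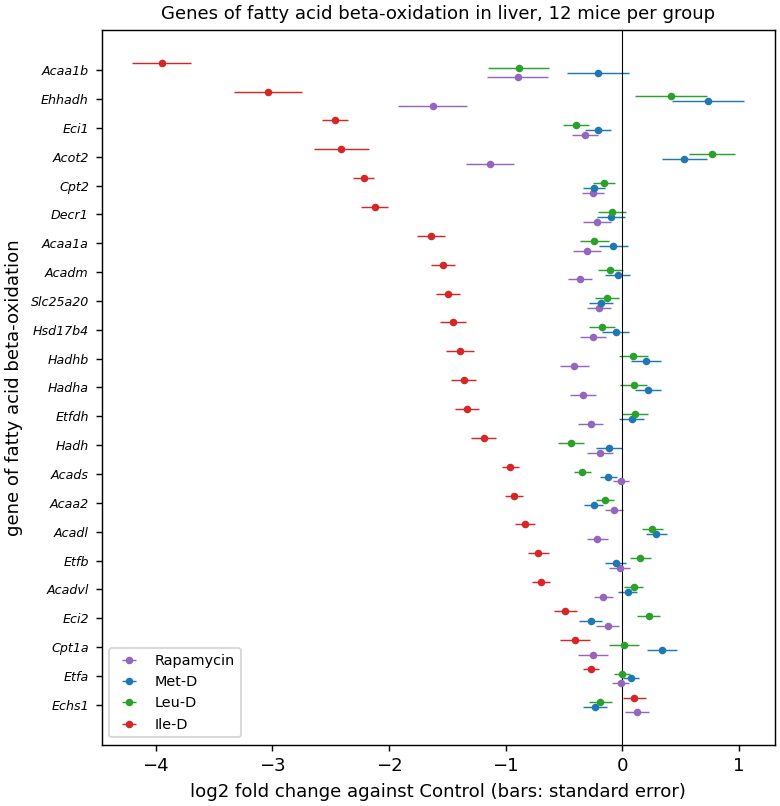
Log2 FC against Control of 23 of the 25 beta-oxidation genes in each treatment, with the gene on one axis and log2 FC on the other. Points are limma estimates and bars are standard errors. In Ile-D all genes drawn but Echs1 lie below 0.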

Negative NES gene sets were primarily associated with lipid metabolism and mitochondrial oxidative phosphorylation, suggestive of a compensatory mechanism aimed toward preserving liver lipid stores in the presence of a near complete loss in whole body fat mass (Fig. 1*E*). 

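Marker lists of cell types were tested under rapamycin. Kupffer cell markers, genes of the resident macrophages of the liver, had a median log2 FC of -0.90 with all 10 members lower, 8 of them DE (10 adjusted over the list alone; camera adjusted p = 3.33e-12). B cell markers had a median of -1.48 over the 5 members tested, 4 of them DE (5 adjusted over the list alone; camera adjusted p = 3.82e-07). Liver endothelial markers had a median of -0.55 over 9 members, 5 of them DE (9 adjusted over the list alone; camera adjusted p = 3.74e-08). T cell markers had a median of -0.72, with 2 of the 6 members tested DE (5 adjusted over the list alone), and did not pass correction (camera adjusted p = 0.0732). Only 5 of 10 B cell and 6 of 15 T cell markers were abundant enough to be tested, so these lists are near the detection limit in liver. Lower lymphocyte markers were not confined to rapamycin. In Met-D, Leu-D and Ile-D the B cell medians were -0.78, -1.25 and -1.77 (camera adjusted p = 0.1, 0.0555 and 0.12). The T cell medians were -0.60, -0.996 and -1.89 (camera adjusted p = 0.0732, 0.0341 and 0.0732). Camera called the Kupffer cell and endothelial lists in no diet.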

Finally, rapamycin-specific enriched gene sets (n = 5) were again distinct from all dietary EAA depletions and primarily consisted of NES gene sets related to immunity-associated transcriptional programs (Fig. 2*G*). Therefore, these data collectively reveal that Ile-D stimulates the largest and most distinct transcriptional response of all treatments while suggesting unique regulation of metabolic and epigenetic pathways may underly this intervention’s unique physiologic phenotypes.

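Compared directly with each other by limma voom, Ile-D and Met-D differed in 8487 genes, 4096 of them higher in Ile-D, and Ile-D and Leu-D in 7570 genes, 3659 of them higher in Ile-D. Differences of at least 1 log2 unit were found in 2189 genes against Met-D and 1700 against Leu-D. Summed per cage, the counts gave 6651 and 5382 genes. From its data as a whole, the paper concludes that of all treatments Ile-D elicits the largest and most distinct response, and proposes that its own regulation of metabolic and epigenetic pathways may lie behind its physiologic phenotypes.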

### Specific dietary EAA depletion or rapamycin treatment induces distinct hepatic metabolite profiles

Using targeted metabolomics analysis from liver tissue harvested at the study’s completion, we next sought to determine the direct functional impact of specific EAA depletions as differential regulation of hepatic metabolic pathways were identified in the above gene expression analysis (Table S5). Hierarchical clustering and PCA of treatment groups based on the altered relative abundance of over 100 quantifiable metabolites revealed changes induced by dietary EAA depletion were again more similar to one another than those stimulated by rapamycin treatment (Fig. 3, *A* and *B*). The overall groupings from the metabolomics data (Fig. 3*B*) were highly similar to those observed from the transcriptomics data (Fig. 2*A*). Specifically, Leu-D mice exhibited a metabolic profile which again closely mimicked that of Met-D mice while Ile-D fed animals were distinct from both Met-D and Leu-D-fed, as well as Control-fed animals. This result was largely unexpected as methionine, a non-BCAA, serves in dramatically different metabolic roles and biological pathways than do leucine or isoleucine.

**Figure 3:**
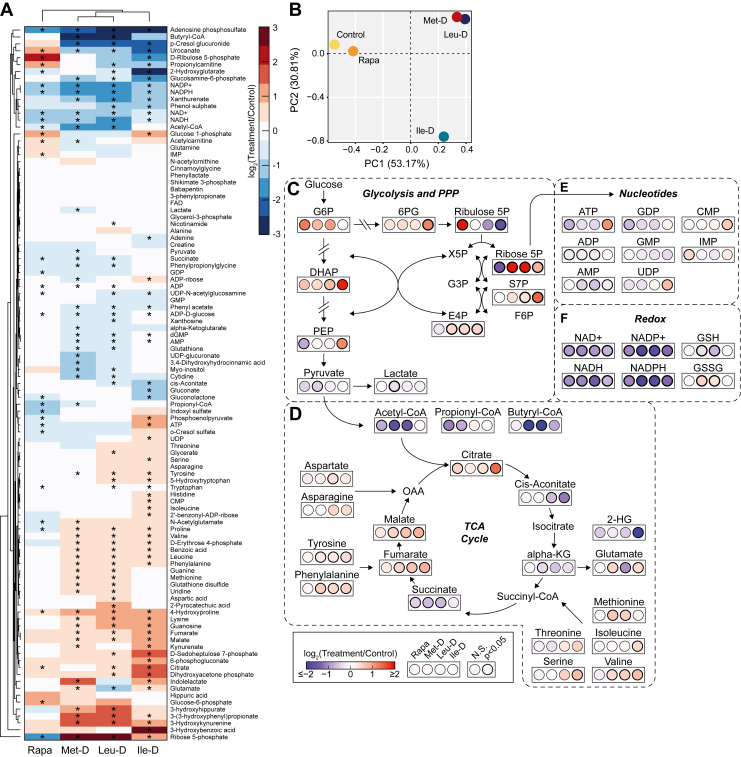
**Alterations in hepatic metabolism following EAA depletions and rapamycin treatment**. *A*, heatmap with hierarchical clustering of metabolite abundance values. *B*, PCA analysis of log-transformed, relative metabolite abundance values. *C–F*, diagram depicting log2-fold changes in metabolite abundance relative to controls within the larger context of their associated metabolic pathways. N = 12 for control, rapamycin, Met-D, and Ile-D groups; N = 11 for Leu-D; ∗*p*-value <0.05 as measured using default MetaboAnalyst settings. EAA, essential amino acid; PCA, principal component analysis.

To assess how dietary depletion of EAAs altered specific metabolic pathways in the liver, we assessed the relative changes of key metabolites within and adjacent to glycolysis, the pentose phosphate pathway (PPP), the tricarboxylic acid (TCA) cycle, nucleotide, and redox metabolic networks (Fig. 3, *C*–*F*). For glycolysis, a trending or significant increase in glucose 6-phosphate and dihydroxyacetone phosphate was observed in all treatment groups although only Ile-D mice displayed an increased abundance of the downstream metabolite phosphoenolpyruvate (Fig. 3*C*). Conversion of phosphoenolpyruvate to pyruvate appeared uniquely reduced in Met-D mice as pyruvate and lactate levels were both significantly lower than in control mice. Despite apparent EAA-specific effects on glycolytic metabolism, all treatment groups exhibited a trending or significant increase in all measured PPP intermediates with the exception of ribulose 5-phosphate (Ribulose 5P) which was largely unchanged in response to Met-D but significantly depleted in both Leu-D and Ile-D liver (Fig. 3*C*). Rapamycin elicited an opposing response in Ribulose 5P availability, with Ribulose 5P being significantly increased followed by a corresponding decrease in ribose 5-phosphate (Fig. 3*C*). The metabolic changes induced by Rapamycin are consistent with known role for mTORC1 in positively regulating the translation of ribose-5-phosphate isomerase A, the enzyme that interconverts Ribulose 5P to ribose 5-phosphate (33).

Downstream of glycolysis, all treatments besides Ile-D stimulated a decrease in acetyl-CoA levels relative to controls (Fig. 3*D*). Similar trends were observed for propionyl- and butyryl-CoA, highlighting a general decrease in liver short-chain acyl-CoA levels for Met-D, Leu-D, and rapamycin-treated mice. Despite decreased acetyl-CoA availability for Met-D, Leu-D, and rapamycin-treated mice, all treatment groups exhibited trending or significant increases in citrate availability (Fig. 3*D*). However, elevated citrate levels were not associated with a greater abundance of immediate downstream TCA cycle intermediates. Instead, all conditions exhibited similar or decreased abundance of cis-aconitate, alpha-ketoglutarate (alpha-KG), and/or succinate relative to controls. 2-hydroxyglutarate, a metabolite with structural similarities to alpha-KG, was also significantly decreased in Ile-D mice (Fig. 3*D*). A significant increase in fumarate and malate under Met-D, Leu-D, and Ile-D, but not rapamycin treatment, mirrored increases in tyrosine and phenylalanine abundance, suggesting the increase in malate/fumarate is driven by selective amino acid anaplerosis (Fig. 3*D*). Along with tyrosine and phenylalanine, numerous other amino acids were generally elevated in response to each dietary EAA depletion but not rapamycin treatment (Fig. 3, *A* and *D*). In fact, the EAA designated for dietary depletion uniformly presented with elevated hepatic levels. We have previously observed that 5 weeks of Met-D is sufficient to lower liver methionine levels >50% (22), while the current study of dietary EAA depletion (for 3 weeks) shows an increase in liver methionine, likely reflecting the window of adaptive response where methionine is salvaged from other tissues.

In addition to central metabolic pathways, other major metabolites showed differential regulation in response to dietary EAA depletions. For example, Ile-D led to the accumulation of high energy state adenosine and guanosine nucleotides (*i*.*e*., ATP and GDP) which showed a trending or significant decrease across the other treatment groups (Fig. 3*E*). Uridine, cytidine, and inosine nucleotides were also elevated in Ile-D mice with no clear pattern observed in response to other dietary EAA depletions or rapamycin treatment. Interestingly, the redox metabolites NAD^+^/NADH and NADP^+^/NADPH were significantly reduced across all conditions, including rapamycin treatment, suggestive of an overall decrease in NAD^+^ synthesis and/or increase in NAD^+^ catabolism (Fig. 3*F*). A decreased ratio of glutathione to glutathione disulfide was observed in Met-D and Leu-D mice with no changes in the relative abundance of either redox metabolite altered in Ile-D or rapamycin mice. Together, these metabolic analyses confirm dietary Ile-D has a unique impact on the relative levels of major metabolic cofactors with dietary Met-D and Leu-D displaying common responses unique from both Ile-D and rapamycin-treated mice.

### Dietary EAA depletions stimulate unique histone PTM patterns across all conditions that are not mimicked by mTORC1 inhibition

Fluctuations in metabolite availability can regulate cellular processes through numerous, diverse mechanisms. This includes direct regulation of the epigenome, as the enzymes responsible for adding and removing epigenetic PTMs rely on metabolic cosubstrates to support their catalytic activity (20, 21). 

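In Met-D the 12 histone acetyltransferase genes had a median log2 FC of 0.016, with 1 DE gene higher and 2 lower (2 adjusted over the list alone; camera adjusted p = 0.72). In Leu-D the median was 0.0074, with 2 DE genes higher and 2 lower (4 adjusted over the list alone; camera adjusted p = 0.913). The 18 histone deacetylase genes went both ways, with 7 higher and 11 lower in Met-D and 6 higher and 12 lower in Leu-D. Their median was -0.056 in Met-D, with 1 DE gene higher and 5 lower (7 adjusted over the list alone; camera adjusted p = 0.1), and -0.15 in Leu-D, with 1 higher and 7 lower (8 adjusted over the list alone; camera adjusted p = 0.0488, over 5 alternatives from 2.35e-07 to 0.422). Under rapamycin the medians of the acetyltransferases and deacetylases were 0.011 and 0.014 (camera adjusted p = 0.743 and 0.414). No member of either list was DE under rapamycin, and 0 acetyltransferases and 3 deacetylases had an unadjusted p-value under 0.05.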

Although all three EAAs investigated in this study are metabolized to such cosubstrates, only Ile-D elicited the distinct transcriptional regulation of chromatin-associated gene sets (Fig. 2*E*). To determine how the hepatic epigenome may be uniquely sensitive to dietary EAA depletions or rapamycin treatment, we performed LC-MS/MS histone proteomics on liver tissue harvested at the study’s completion (Table S6). Hierarchical clustering and PCA analyses based on the altered relative abundance of 93 uniquely modified histone peptides revealed distinct global histone PTM profiles for all treatment groups (Fig. 4, *A* and *B*). We previously investigated the epigenetic responses to Met-D in detail, revealing adaptive chromatin mechanisms highlighted by preferential H3K9me1 maintenance in the presence of global decreases to higher-state histone methylations (22, 34). These trends under Met-D were replicated in the present study (Fig. 4, *C*–*E*).

**Figure 4:**
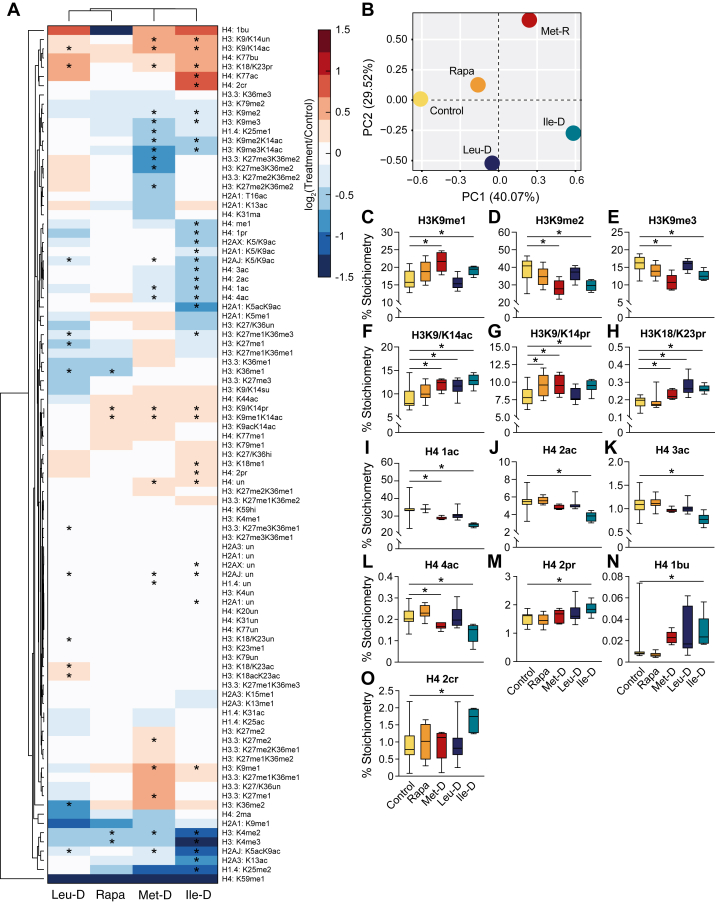
**Hepatic histone PTM responses to EAA depletions and rapamycin treatment**. *A*, heatmap with hierarchical clustering of histone peptide stoichiometric abundance values compared to control values. *B*, PCA analysis of log transformed, relative histone peptide stoichiometry values. *C–O*, box plots depicting deconvoluted stoichiometry percentages of residue-specific histone PTMs. Error bars = Min to Max; N = 12 for control, N = 10 for Rapa; N = 7 for Leu-D; N = 6 for Met-D and Ile-D; ∗*p*-value < 0.05 as measured *via* Student’s *t* test. EAA, essential amino acid; PCA, principal component analysis; PTM, posttranslational modification.

Unexpectedly, Ile-D and Met-D groups exhibited a highly similar trend in H3K9 methylation states, as well as increased acetylation on H3K9/K14 and increased propionylation on both H3K9/K14 and H3K18/K23 (Fig. 4, *F*–*H*). All three EAA depletions led to similar increases in H3 acylation states, but rapamycin treatment only stimulated a significant increase in H3K9/K14 propionylation. Interestingly, unlike the increase of H3 acylations, Met-D and Ile-D led to significantly decreased levels of acetylation on H4 (Fig. 4, *I*–*L*). The decrease in H4 acetylation was especially prevalent in Ile-D liver as all acetylated H4 peptide species (*i*.*e*., 1ac, 2ac, 3ac, and 4ac) were reduced under this condition. In addition to H4, Ile-D treatment led to hypoacetylation of H2A forms (Fig. 4*A*). Interestingly, decreased H4 and H2A acetylation in Ile-D liver did not correspond with decreased acetyl-CoA availability, an obligatory cosubstrate for histone acetyltransferases, as was displayed in Met-D mice (Fig. 3*D*). These data either suggest independent mechanisms dictate H4ac and H2Aac profiles in response to dietary Met-D/Ile-D, or that H4 acetylation mechanisms are shared but function independent of whole-cell acetyl-CoA availability. In support of the latter, H4 acetylation levels in Leu-D and rapamycin-treated mice were robust despite decreased liver acetyl-CoA availability (Fig. 4, *I*–*L*). Notably, unlike acetylation levels on H4, other short chain acylations were largely unchanged across conditions with only Ile-D mice exhibiting slight increases in propionylated, butyrylated, and crotonylated H4 residues (Fig. 4, *M*–*O*). Together, these data demonstrate that 3-weeks dietary EAA depletions or rapamycin treatment have differential effects on the liver epigenome, providing a potential upstream mechanism driving EAA depletion-specific transcriptional, metabolic, and physiologic phenotypes.

### Multi-omics factor analysis identifies differential histone acetylation and expression of central metabolic genes as defining features of Ile-D

Strikingly, all physiologic and ‘omics’ datasets generated in this study identified Ile-D responses as distinct from the remaining EAA depletions or rapamycin treatment. To validate and further probe the physiologic and molecular features which distinguish Ile-D from the remaining treatment groups, we performed a multi-omics factor analysis (MOFA) (Fig. S1). MOFA is an unsupervised computational method that coanalyzes datasets to identify a set of factors which explain the biological and technical variability between experimental groups (35). When applying MOFA to the 14,139 data points collected in this study, 15 distinct factors were identified with most of the variability explained by factors 1 through 3 (Fig. 5*A*). Ile-D measurements strongly correlated with Factor 1 (r = 0.9) whereas remaining treatment groups possessed either negligible (Leu-D: r = 0.06, Met-D: r = −0.14) or negative correlations with this Factor (Control: r = −0.4, Rapa: r = −0.41) (Fig. 5*B*). The percent of total variance contributed by each dataset was greatest in Factor 1, supporting our observation that Ile-D elicits distinct responses across all measurements taken in this study (Fig. 5*A*). Additionally, Met-D and Leu-D treatment groups strongly correlated with Factor 2, further suggesting dietary methionine or leucine depletion may function through similar mechanisms.

**Figure 5:**
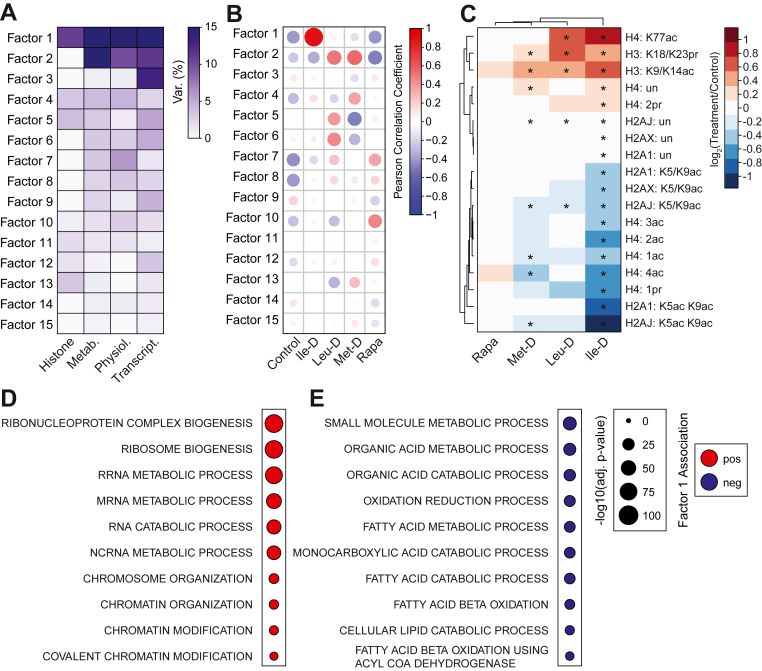
**Multi-omics factor analysis of whole organism and hepatic molecular measurements**. *A*, heatmap of variance decomposition by factor. *B*, plot illustrating Pearson correlation coefficients for control and treatment groups with 15 MOFA factors. *C*, heatmap with hierarchical clustering of Factor 1-associated histone peptide stoichiometric abundance values compared to control values. Factor 1-associated histone peptides were determined using a weight cutoff value of ± 0.2 which identified the top 18 associated histone peptides. *D–E*, plots depicting a subset of significantly enriched gene sets identified using Factor 1 transcripts. All significantly enriched gene sets can be found in Extended Data Figure S1. ∗*p*-value < 0.05 as measured *via* Student’s *t* test. MOFA, multi-omics factor analysis.

Interestingly, the variance contributed by histone PTM measurements was primarily associated with Factor 1 (10.84%), suggesting differences in histone PTM regulation most strongly distinguish Ile-D from remaining treatment groups (Fig. 5*A*). When assessing which histone PTMs assigned to Factor 1 primarily contributed to this variance, we detected a redistribution in histone acetylation across H3, H4, and H2A isoforms (Fig. 5*C*). Specifically, we identified hypoacetylation at H4 K5/K8/K12/K16 and H2A1/J/X K5/K9 with hyperacetylation at H3 K9/K14 and H4 K77ac (Fig. 5*C*). This pattern of acetyl-group redistribution is supported by the GSEA results generated from Ile-D-specific DE genes, where the histone acetyltransferase Kat7 and the broad histone deacetylases Sirt1 and Hdac4 were identified as transcriptionally upregulated within the “Histone Modification” gene set (Fig. 2*J*, Fig. S2, *A*–*C*). Together, these MOFA factor 1-associated data suggest differential regulation of histone acetylation profiles is a unique and defining characteristic of Ile-D in the liver.

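Kat7 lies on chromosome 11 of GRCm38 from 95274259 to 95310246, Sirt1 on chromosome 10 from 63319005 to 63381704 and Hdac4 on chromosome 1 from 91928779 to 92195699. Hdac4 overlaps 1 other gene on the same strand, whose reads cannot be separated from its own in the shared part. The log2 CPM of Kat7 was 5.00 ± 0.39 (SD, n = 12 mice) in Ile-D and 4.38 ± 0.16 in Control, a log2 FC of 0.63 (SE 0.090, adjusted p = 2e-08) by limma voom, and each of the 12 Ile-D mice lay above the Control mean. Sirt1 was at 4.30 ± 0.36 in Ile-D and 3.52 ± 0.42 in Control, a log2 FC of 0.79 (SE 0.15, adjusted p = 6.19e-06). Hdac4 was at 3.51 ± 0.38 in Ile-D and 2.85 ± 0.23 in Control, a log2 FC of 0.66 (SE 0.11, adjusted p = 6.72e-07). Compared directly with Met-D, the log2 FC in Ile-D was 0.59 for Kat7 (limma adjusted p = 7.53e-08), 0.84 for Sirt1 (1.9e-06) and 0.64 for Hdac4 (1.04e-06). Compared with Leu-D it was 0.64 (2.2e-08), 0.73 (2.84e-05) and 0.76 (4.59e-08). In Met-D, Leu-D and rapamycin-treated mice the log2 FC of these 3 genes against Control lay between -0.10 and 0.19, with limma adjusted p-values of 0.537 or more.

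**Figure D3:**
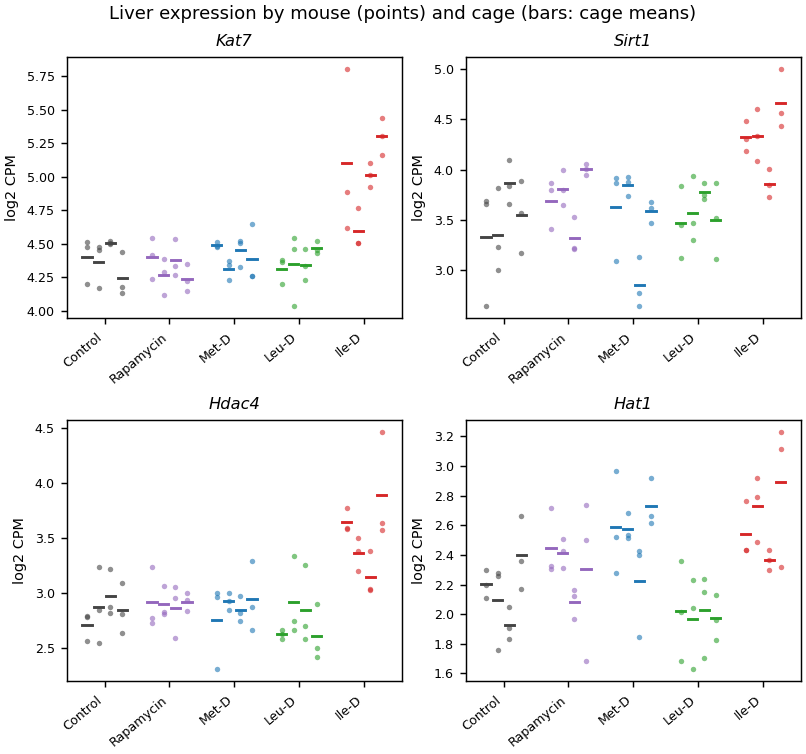
Log2 CPM (y axis) of Kat7, Sirt1, Hdac4 and Hat1 in each group (x axis). Points are the 12 mice of a group and bars are means of the 3 mice of a cage. Kat7, Sirt1 and Hdac4 are highest in Ile-D, whereas Hat1 is raised in Ile-D and Met-D.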

As the epigenome directly regulates gene expression profiles, we next analyzed Factor 1 principal component gene set enrichment (PCGSE) results to identify which pathways are transcriptionally associated with this redistribution in histone acetylation. PCGSE of Factor 1 genes identified an upregulation of pathways linked with RNA metabolism and processing as well as chromatin organization and modification (Fig. 5*D*). Notably, “Chromatin Modification,” “Chromatin Organization,” and “Covalent Chromatin Modification” gene sets also included Kat7, Sirt1, and Hdac4, further implicating these chromatin modifiers as mediators of the epigenetic response to Ile-D. Downregulated factor 1 gene sets were primarily enriched for organic acid metabolism and lipid oxidation, two pathways critical for mitochondrial acetyl-CoA production (Fig. 5*E*). 

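The factor analysis itself was not analysed here, and the genes below come from the beta-oxidation list. The largest falls in Ile-D were those of the peroxisomal Acaa1b, with a log2 FC of -3.95, and Ehhadh, with -3.04. Among mitochondrial enzymes, Eci1 had a log2 FC of -2.46, Acot2 -2.41, Cpt2 -2.22 (adjusted p = 6.84e-29 by limma voom), Decr1 -2.12, Acadm -1.54 and Hadha -1.36. Cpt1a, which controls the entry of fatty acids into mitochondria, changed less, with a log2 FC of -0.40 (SE 0.13, limma adjusted p = 0.00488).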

The robust transcriptional downregulation of mitochondrial acetyl-CoA producing pathways were striking as hepatic acetyl-CoA levels were maintained during Ile-D, suggesting alternative pathways may be engaged to support acetyl-CoA maintenance under this condition. Together, these MOFA PCGSE results highlight the association of chromatin regulation and mitochondrial acetyl-CoA metabolism with histone acetylation redistribution in Ile-D liver.

### Ile-D induced metabolic and epigenetic remodeling occur rapidly within isolated cells

Although distinct acetyl-CoA metabolism and histone acetylation states were unique features of Ile-D within the liver, it remains unclear whether these mechanisms require complex intercellular/organ signaling or represent inherent, fundamental intracellular responses. To determine whether isolated cells possess the inherent capability of initiating these molecular responses, we investigated the metabolic and epigenetic responses of human liver HepG2 cells over 24 h of Ile-D (Fig. 6*A*, Tables S7 and S8). *In vitro*, rapid removal of Ile from culture media led to a dramatic loss in its downstream catabolic product KMVA, which was no longer detectable after 10 min (Fig. 6, *B* and *C*). Importantly, this perturbation had minimal effects on global BCAA metabolism as leucine, valine, and their metabolic products KICA and KIVA, respectively, exhibited minor increases in abundance (Fig. 6, *B* and *C*). Similarly to the *in vivo* metabolomics data, Ile-D HepG2 cells were largely capable of maintaining cellular acetyl-CoA pools (Fig. 6*D*). This maintenance of acetyl-CoA was particularly striking as propionyl-CoA and succinyl-CoA, downstream acyl-CoA products of isoleucine metabolism, were rapidly depleted and maintained at low levels over 24 h of Ile-D (Fig. 6*D*).

**Figure 6:**
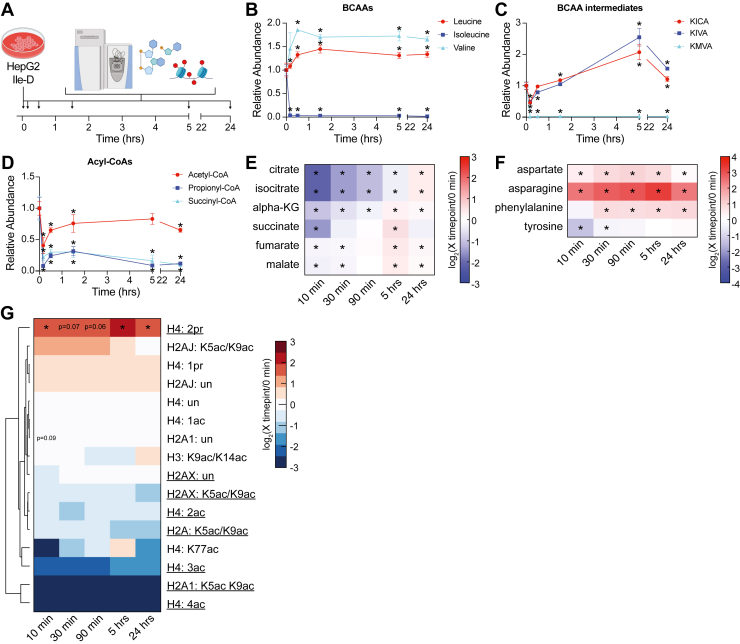
**Metabolic and epigenetic mechanisms elicited by Ile-D of isolated cells**. *A*, schematic depicting experiment design for *in vitro* Ile-D of HepG2 hepatocellular carcinoma cells. *B–C*, plots depicting changes in metabolite abundance relative to 0 h control values. *E–F*, heatmaps of metabolite abundance values. *G*, heatmap with hierarchical clustering of histone peptide stoichiometric abundance values compared to 0 h control values. Depicted peptides of interest were originally identified *via* MOFA in Fig. 5. Histone peptides with similar changes in abundance *in vitro* as previously identified *in vivo* are underlined. Error bars = SEM; N = 4 for metabolite measurements; N = 3 for histone PTM measurements; ∗*p*-value < 0.05 as measured *via* Student’s *t* test. BCAA, branched-chain amino acid; MOFA, multi-omics factor analysis; PTM, posttranslational modification.

*In vivo*, maintained acetyl-CoA levels were accompanied by selective amino acid anaplerosis which restored TCA cycle intermediate abundance from fumarate to citrate in contrast to the decreased abundance of intermediates from cis-aconitate to succinate (Fig. 3*D*). *In vitro*, Ile-D induced similar changes in TCA cycle intermediate abundance, with alpha-KG and succinate both significantly decreased over the initial 30 min (Fig. 6*E*). Fumarate and malate were generally maintained during this period although the abundance of both metabolites decreased slightly (Fig. 6*E*). Notably, the amino acids aspartate, asparagine, and phenylalanine all increased in abundance over the initial 30 min of Ile-D, which again implicates selective amino acid anaplerosis in supporting fumarate and malate levels (Fig. 6*F*). However, the relative abundances of all TCA cycle intermediates recovered to or above predepletion levels by 24 h, coinciding with maintained elevation of anaplerotic amino acids, revealing that isolated HepG2 cells are capable of restoring TCA cycle metabolism under prolonged Ile-D *in vitro* (Fig. 6, *E* and *F*). These data indicate TCA cycle metabolism, and selective anaplerosis are similarly responsive to Ile-D both *in vitro* and *in vivo*, with the immediate *in vitro* response (*i*.*e*., 10–30 min) being most similar to 3-weeks Ile-D mouse liver under fasted conditions.

In addition to possessing similar metabolic responses to *in vivo* Ile-D, HepG2 cells also exhibited a similar reorganization of histone acetylation (Fig. 5*A*). Specifically, Ile-D in HepG2 cells displayed hypoacetylation at H4 K5/K8/K12/K16 and H2A/X K5/K9 and maintained levels of H3 K9/K14ac (Fig. 6*G*). Changes in histone PTM abundance were established during the first 10 min of Ile-D and held largely constant over the entire 24-h time course (Fig. 6*G*). Together, these data illustrate that Ile-D stimulated remodeling of acetyl-CoA and TCA cycle metabolism, as well as unique regulation of histone acetylation, are inherent, fundamental responses of isolated cells.

## Discussion

In this study, we set out to gain new insight into the molecular mechanisms by which dietary EAA availability regulates physiologic and hepatic responses at the molecular level. We found that individual depletion of EAAs led to both common and diet-specific changes. Consistent with prior work, individual depletion of Ile, Leu, or Met led to improved glucose tolerance with losses in fat and lean mass (12, 22, 36, 37). Here, EAA depletion-induced changes in glucose tolerance and body composition were accompanied by dynamic alterations to the hepatic metabolome, epigenome, and transcriptome. Metabolically, increases in hepatic glycolytic and PPP intermediates were prominent across EAA depletions. Given that hepatic multi-omics data were collected following an overnight fast (∼16 hrs), the buildup of upper glycolytic and PPP intermediates is contrary to a normal fasted state where the abundance of intermediates within these pathways would likely be reduced. However, an inhibition of the upper TCA cycle, as evidenced by the buildup of citrate and reduced down-stream intermediates, is consistent with citrate inhibiting phosphofructokinase-1, leading to the observed accumulation of glucose 6-phosphate and increased flux into the PPP. An increased abundance of free amino acids in the liver, even among the amino acids being restricted, was identified across all depletions. An increase in hepatic amino acid levels, which was accompanied by a progressive decline in lean mass, is consistent with skeletal muscle loss (autophagy) and the freeing up of AAs for essential protein synthesis and other metabolic processes throughout the body. Together, these data highlight the trend of liver self-preservation in response to EAA depletions at the expense of skeletal muscle and fat stores.

While a subset of physiologic and hepatic molecular responses was shared across EAA depletions, unique response patterns were identified. For example, we were surprised to find that leucine and methionine depletion stimulated highly similar effects in liver metabolite and gene expression programs. 

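Across all tested genes, the log2 FCs of Met-D and Leu-D against Control had a Pearson's r of 0.74 and a Spearman's rho of 0.67. Between Met-D and Ile-D these were 0.50 and 0.43, and between Leu-D and Ile-D 0.67 and 0.59. Shared controls alone can give an r this high, as the simulated draws show, so r was also computed with different Control cages for each diet. It was then 0.62 for Met-D and Leu-D, 0.43 for Met-D and Ile-D and 0.60 for Leu-D and Ile-D. Met-D and Leu-D shared 2488 DE genes, and 98.1% of these changed in the same direction, against 83.0% of 2780 genes for Met-D and Ile-D and 92.1% of 3983 genes for Leu-D and Ile-D. With different Control cages these percents were 97.3%, 82.9% and 93.1%. A direct comparison, which does not use the controls, called 2494 genes between Met-D and Leu-D by limma voom, 1383 higher in Met-D and 1111 lower, of which 382 differed by at least 1 log2 unit. Summed per cage, the counts gave 812 genes.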

MOFA objectively identified the similarity between Leu-D and Met-D molecular responses, uniquely correlating both treatment groups with Factor 2, a Factor with high variance contributions from hepatic metabolite and transcript measurements (Fig. 5, *A* and *B*). In a study by Jonsson *et al*.*,* 6 h of either dietary leucine or sulfur amino acid (*i*.*e*.*,* methionine and cystine) restriction in male C57BL/6J mice is sufficient to activate the hepatic integrated stress response, albeit through distinct mechanisms, providing additional support to our observation that Leu-D and Met-D initiate similar transcriptional responses (38). Factor 2 metabolite trends included a general accumulation of amino acids, which corresponded with the apparent downregulation of amino acid catabolism genes. 

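The metabolites were not analysed here. Of 22 genes of branched-chain amino acid catabolism tested, 13 were DE in Met-D, 12 lower and 1 higher. The median log2 FC was -0.26 (14 DE adjusted over the list alone; camera adjusted p = 0.000229). In Leu-D 15 were DE, all of them lower, with a list median of -0.44 (15 adjusted over the list alone; camera adjusted p = 3.82e-07). Genes of phenylalanine and tyrosine catabolism had medians of -0.11 in Met-D, with 2 of 8 DE, and -0.39 in Leu-D, with 6 of 8 DE (2 and 8 adjusted over the list alone; camera adjusted p = 0.504 and 0.064). For 37 genes of other amino acid catabolism the medians were -0.0095 and -0.17. In Met-D 11 DE genes of this list were higher and 9 lower (24 adjusted over the list alone; camera adjusted p = 0.99). In Leu-D 8 DE genes were higher and 13 lower (22 adjusted over the list alone; camera adjusted p = 0.224). As a set, only the branched-chain list passed correction in these 2 diets.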

Decreased acetyl-CoA abundance was also associated with Factor 2, highlighting the disparate mechanisms by which Met-D/Leu-D and Ile-D regulate acetyl-CoA metabolism.

Ile-D consistently elicited distinct responses across all physiological and molecular measurements taken, which uniquely correlated with Factor 1-associated features from the MOFA analysis. PCGSE of Factor 1 genes identified an upregulation of chromatin regulation as well as the downregulation of organic acid metabolism and lipid oxidation pathways. This latter difference between Ile-D animals and Met-D/Leu-D animals was unexpected as the Ile-D liver was uniquely able to maintain acetyl-CoA levels. These data suggest acetyl-CoA is likely maintained through alternative pathways under Ile-D. Our metabolomics analysis implicates cytoplasmic acetyl-CoA synthesis *via* ACLY as one candidate pathway. Citrate, ACLY’s obligatory substrate, shows the greatest magnitude of accumulation in Ile-D liver. Additionally, our metabolomics data suggest there is a significant increase in TCA cycle anaplerosis *via* the conversion of phenylalanine and tyrosine to fumarate, which would provide additional carbons for acetyl-CoA and citrate synthesis. 

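Tat, on chromosome 8 of GRCm38 from 109990437 to 109999803, encodes tyrosine aminotransferase. Its log2 CPM was 12.68 ± 0.52 (SD, n = 12 mice) in Ile-D, 11.17 ± 0.70 in Leu-D, 11.04 ± 0.38 in Met-D and 10.64 ± 0.35 in Control. The log2 FC against Control was 2.04 in Ile-D (SE 0.19, adjusted p = 7.76e-14), 0.53 in Leu-D (SE 0.19, adjusted p = 0.024) and 0.39 in Met-D (SE 0.19, adjusted p = 0.122) by limma voom. Compared directly, Tat in Ile-D exceeded Met-D by 1.64 (limma adjusted p = 1.46e-10) and Leu-D by 1.51 (2.9e-09). The call in Leu-D was lost with the counts of each cage summed (limma adjusted p = 0.127), and without cage 13 the log2 FC of Tat in Leu-D was 0.29 (limma adjusted p = 0.258). Over 30 alternatives the adjusted p-value of Tat ranged from 0.000845 to 0.258 in Leu-D and from 0.0318 to 0.345 in Met-D. In Met-D Tat was called when only Met-D and Control mice were fitted and with library size in place of TMM.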

The enzyme responsible for catalyzing the first step of tyrosine catabolism, TAT, is upregulated in Ile-D liver (Table S5). Importantly, tyrosine and phenylalanine breakdown through the TAT pathway generates acetoacetate, which can be further metabolized to two molecules of acetyl-CoA independent of ACLY activity (39). Very recent work has shown that acetoacetate-derived acetyl-CoA is capable of supporting *de novo* lipogenesis upon inhibition of the mitochondrial citrate shuttle, highlighting the flexibility of cells to generate cellular acetyl-CoA through alternative pathways when necessary (40). Further work will be needed to demonstrate that carbon flux through Phe/Tyr fuels acetyl-CoA synthesis when adipose tissue is depleted, as in Ile-D.

Although acetyl-CoA levels were maintained, the significant redistribution of histone acetylation was identified as a discriminating feature of Ile-D liver. This included the global hypoacetylation of H2A and H4 with a corresponding increase in H3K9/K14 acetylation. The opposing trends in H4 and H3 acetylation are consistent with a previous report in which Hat1 acetylated, nascently translated H4 proteins are subsequently deacetylated following their transport to the nucleus. The liberated acetyl groups were then utilized to provide a local cosubstrate supply and support targeted H3K9 acetylation (41). Here, consistent with this mechanism, Hat1 and the histone deacetylases Hdac4 and Sirt1 are specifically upregulated in response to Ile-D. It is interesting to speculate that more efficient utilization of acetyl-CoA in response to Ile-D functions in cooperation with selective anaplerosis, acetoacetate catabolism, and/or ACLY-dependent acetyl-CoA production to maintain global metabolite pools under this condition. 

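Hat1, on chromosome 2 of GRCm38 from 71388958 to 71441622, had a log2 CPM of 2.63 ± 0.32 (SD, n = 12 mice) in Ile-D, 2.53 ± 0.29 in Met-D, 2.00 ± 0.24 in Leu-D and 2.16 ± 0.25 in Control. The log2 FC against Control was 0.48 in Ile-D (SE 0.12, adjusted p = 0.000416) and 0.38 in Met-D (SE 0.12, adjusted p = 0.0131) by limma voom. In Leu-D it was -0.17 (SE 0.12, adjusted p = 0.3). Ile-D and Met-D were indistinguishable for this gene, with a difference of 0.10 (SE 0.11, limma adjusted p = 0.452), while Ile-D exceeded Leu-D by 0.64 (limma adjusted p = 6.34e-06). The call for Hat1 in Met-D was lost with the counts of each cage summed, with cage as a random block, and without Control cage 11 or Met-D cage 20, and its adjusted p-value ranged from 0.00172 to 0.0992 over 30 alternatives. Acly, on chromosome 11 from 100476353 to 100528000, overlaps 1 other gene on the same strand. Its log2 FC was -0.15 in Ile-D (SE 0.16, limma adjusted p = 0.433), -0.32 in Leu-D (0.107) and 0.40 under rapamycin (0.164). The sign of the Ile-D value rested on a single cage, since without cage 9 the log2 FC of Acly in Ile-D was 0.14 (limma adjusted p = 0.428), and it was called in none of 30 alternatives. In Met-D Acly had a log2 FC of -0.43 (limma adjusted p = 0.0357), a call that was lost with the counts of each cage summed and ranged from 0.000241 to 0.201 over the alternatives. In Leu-D and under rapamycin Acly was called when voom weighted each mouse by its quality and when only the groups compared were fitted, with ranges of 0.018 to 0.327 and 0.00467 to 0.593.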

If true, such a cooperative mechanism would be required to maintain global acetyl-CoA availability in the presence downregulated amino acid catabolism, fatty acid metabolism, and organic acid metabolism as acetyl groups stored on histone proteins are not present in adequate amounts to support total cellular requirements (42). However, H4 deacetylation has been shown to liberate acetyl groups for utilization outside the nucleus when needed (43). Notably, Ile-D HepG2 cells were also largely capable of maintaining acetyl-CoA levels. This corresponded with a remodeling of amino acid and TCA cycle metabolism as well as differential acetyl-CoA utilization by histone acetyltransferases, closely mimicking our *in vivo* observations. Therefore, these data suggest the ability to cooperatively remodel acetyl-CoA metabolism and histone acetylation profiles is an inherent capability of isolated cells under Ile-D.

In this study, we also assessed the ability of mTORC1 inhibition *via* rapamycin to replicate the physiologic and molecular responses to EAA depletions. Overall, we found minimal overlap among our hepatic metabolomic, epigenetic, and transcriptomic analyses. In fact, rapamycin treatment elicited relatively muted responses compared to dietary EAA depletions across all physiologic and molecular responses assayed in this study. Together, these observations imply the downregulation of the mTORC1 signaling pathway in response to select EAA depletions plays a minor role in facilitating whole organism and hepatic molecular responses. However, a potential limitation of this conclusion is that there are rapamycin-resistant functions of mTORC1 that could be engaged by EAA depletion (44), making additional work with genetically engineered mouse models of altered mTORC1 signaling needed to confirm that EAAs largely function through mTORC1-independent pathways. 

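In the transcriptome, the mean of rapamycin-treated mice lay 34.7 log2 CPM units from the Control mean in Euclidean distance over all tested genes. The distances from Control were 60.8 for Met-D, 68.2 for Leu-D and 109.2 for Ile-D. On PC1 of the PCA over mice, rapamycin-treated mice scored -39.8 ± 4.64 (SD, n = 12), a mean within 1 SD of that of Control mice. On PC2 they scored -24.9 ± 6.40 against -9.85 ± 7.76 in Control mice.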

Our study is also limited by its focused analysis of male C57BL/6J mice, as rapamycin and dietary EAA depletions are known to elicit sex-specific phenotypes (45, 46). Similarly, although all molecular measurements in this study focused on hepatic responses, the inherent ability of isolated cells to mount a conserved response to Ile-D was limited to the analysis of a singular, nonprimary liver cell line. Future studies are also needed to assess how the molecular responses to individual EAA depletions identified here can be stimulated by low but still physiologic levels of EAA depletion and to determine the time-dependence of which these diets influence physiologic and molecular phenotypes.

In conclusion, we have shown that dietary depletion of single EAAs, while having similar effects on glucose homeostasis, body composition, and general amino acid catabolism, can yield individual responses as demonstrated by differences in the hepatic metabolome, epigenome, and transcriptome, which were fundamentally independent of mTORC1 activity. Notably, Ile-D elicited the most significant and unique response, defined by distinct anaplerosis (inhibition of the upper TCA cycle), decreased BCAA and fatty acid catabolism, increased flux into the pentose phosphate pathway, and increased Phe/Tyr catabolism. 

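For the gene expression part of this statement, branched-chain amino acid catabolism in Ile-D had a median log2 FC of -0.67 over 22 genes, 16 DE genes being lower and 1 higher (17 adjusted over the list alone; camera adjusted p = 1.94e-05). Of the 8 genes of phenylalanine and tyrosine catabolism, 6 were DE, with Tat higher and 5 lower. The list median was -0.53 (6 adjusted over the list alone; camera adjusted p = 0.184). The 5 lower genes were Hgd, Pcbd1, Gstz1, Hpd and Qdpr, with log2 FCs of -1.21, -0.87, -0.70, -0.65 and -0.41. Of 37 genes of other amino acid catabolism 31 were DE, 13 higher and 18 lower, with a list median of -0.12 (32 adjusted over the list alone; camera adjusted p = 0.481).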

Ile-D induced alterations to hepatic metabolism and the expression of distinct chromatin modifying enzymes also correlated with a cell-intrinsic epigenetic landscape defined by histone H4/H2A hypoacetylation and histone H3K9/K14 hyperacetylation. Together, these results highlight the potential importance of dietary protein EAA composition in regulating metabolic health at the molecular level.

## Experimental procedures

### Animals and diets

All procedures were performed in conformance with institutional guidelines and were approved by the Institutional Animal Care and Use Committee of the William S. Middleton Memorial Veterans Hospital. Male C57BL/6J (#000664) mice were obtained from The Jackson Laboratory. All mice were housed three per cage and maintained at a temperature of approximately 22 °C, and health checks were completed on all mice daily. Studies were commenced when the mice were 14 weeks of age.

Mice were then randomized to receive the indicated diets from Inotiv either the control (TD.01084), Met-D (TD.140119), Leu-D (TD.180789) or Ile-D (TD.190879) diets, or the control diet plus rapamycin (delivered I.P. in 5% Tween 20, 5% PEG40, 0.9% NaCl, 3% ethanol at 4 mg/kg/day). Full diet descriptions are provided in Table S1. The randomization of mice was performed at the cage level to ensure that all groups had approximately the same initial starting weight and body composition. Mice were housed in a SPF mouse facility in static microisolator cages, except when temporarily housed in a Columbus Instruments Oxymax/CLAMS-HC metabolic chamber system. Mice were housed under a 12:12 h light/dark cycle with free access to food and water, except where noted in the procedures below.

### *In vitro* cell culture

Human HepG2 cell lines were initially cultured in Eagle's minimum essential (EMEM) media (Corning, 10–009-CV) containing all amino acids and 10% FBS at 37 °C, 5% CO_2_, while EMEM media devoid of amino acids (US Biological, M3859–01) was supplemented with all amino acids except isoleucine to generate isoleucine-depleted media for the appropriate studies. All nonisoleucine amino acids were added according to their replete EMEM concentrations. Cells were seeded at a seeding density of 0.4 x 10^6^ and 3 x 10^6^ in 6-well plates and 100 mm culture dishes for LC-MS metabolite analysis and histone proteomics respectively. Prior to Ile depletion, complete EMEM media was replaced with Ile-Replete media, supplemented with 10% dialyzed FBS (Gibco, A3382001) for 1 hour. This was followed by rinsing the cells with PBS, pH 7.4, and subsequent addition of Ile-Deplete media (with 10% dialyzed FBS) for depletion durations of 10 min, 30 min, 1.5 h, 5 h, and 24 h. At the end of each depletion time point, cells were harvested for metabolites and core histones extraction accordingly.

### *In vivo* procedures

Glucose tolerance tests were performed by fasting the mice overnight for 16 h and then injecting glucose (1 g kg^−1^) (7, 47). Glucose measurements were taken using a Bayer Contour blood glucose meter (Bayer) and test strips. Mouse body composition was determined using an EchoMRI Body Composition Analyzer (EchoMRI). For assay of multiple metabolic parameters [O_2_, CO_2_, food consumption, respiratory exchange ratio, energy expenditure] and activity tracking, mice were acclimated to housing in a Oxymax/CLAMS-HC metabolic chamber system (Columbus Instruments) for ∼24 h, and data from a continuous 24 h period were then recorded and analyzed. Food consumption in home cages was measured by moving mice to clean cages, filling the hopper with a measured quantity of fresh diet in the morning, and measuring the remainder in the morning 3 days later. The amount was adjusted for the number of mice per cage, the number of days that passed, and the relative weights of the mice (*i*.*e*., heavier mice were credited with a larger relative portion of the food intake). Mice were euthanized by cervical dislocation after an overnight (16h) fast, and tissues for molecular analysis were flash-frozen in liquid nitrogen and stored at −80 °C.

### Immunoblotting

Tissue samples from muscle (quadriceps, lateral, on femur) were lysed in cold RIPA buffer supplemented with phosphatase inhibitor and protease inhibitor cocktail tablets (Thermo Fisher Scientific) using a FastPrep 24 (M P. Biomedicals) with bead-beating tubes (16,466–042) from (VWR) and zirconium ceramic oxide bulk beads (15340159) from (Thermo Fisher Scientific). Protein lysates were then centrifuged at 13,300 rpm for 10 min, and the supernatant was collected. Protein concentration was determined by Bradford (Pierce Biotechnology). Twenty-four microgram protein was separated by SDS–PAGE on 10% resolving gels for p62 and GAPDH and 4 to 12% gradient gels for LC3B (ThermoFisher Scientific) and transferred to PVDF membrane (EMD Millipore). Imaging was performed using the BioRad Chemidoc Imaging System (primary antibodies: SQSTM1/p62 (1:1000; American Research Products, #03-GP62-C; host: Rabbit), LC3A/B (1:1000; Cell Signaling Technology, #12741; host:Rabbit), and GAPDH (1:1000; Cell Signaling Technology, #5174; host: Guinea Pig). Secondary antibodies are as follows: Anti-Guinea pig (1:2000; American Research Products, #90001; host: Goat) and Anti-Rabbit (1:2000; Cell Signaling Technology, #7074; host: Goat). Quantification was performed by densitometry using NIH ImageJ software.

### Metabolite extraction

For *in vivo* samples, approximately 30 mg of flash-frozen liver tissue was pulverized in 1 ml of −80 °C 80:20 MeOH:H_2_O extraction solvent using a motorized tissue grinder and stored on dry ice for 5 min. Samples were then centrifuged at 21,100 × *g* at 4 °C for 5 min. Supernatants were transferred to individual 15 ml conical tubes after which 0.8 ml of −20 °C 40:40:20 ACN:MeOH:H_2_O extraction solvent was used to resuspend the pelleted samples using a motorized tissue grinder. Resuspended samples were stored on wet ice for 5 min. Samples were then centrifuged at max speed for 5 min at 4 °C, and supernatants were combined with those collected after the initial extraction. The 40:40:20 ACN:MeOH:H_2_O extraction was then repeated as previously described. Combined metabolite extracts were centrifuged at max speed for 5 min at 4 °C to pellet any potential insoluble debris after which supernatants were transferred to new individual 15 ml conical tubes. Finally, extracts were dried using a Thermo Fisher Savant ISS110 SpeedVac and resuspended in 150 μl H_2_O per 5 mg of the original liver input. Resuspended extracts were centrifuged at max speed for 5 min at 4 °C after which supernatants were transferred to glass vials for LC-MS analysis.

For tissue culture samples, HepG2 cells were rapidly washed with 2x with 1 ml of ice-cold PBS pH 7.4 and incubated in 1 ml of −80 °C 80:20 MeOH:H_2_O extraction solvent for 15 min at −80 °C. Cells were scraped and transferred to a 1.5 ml Eppendorf tube and centrifuged at 21,100 × *g* for 5 min at 4 °C, after which the supernatant was transferred to a new 2 ml Eppendorf tube and stored on ice. The remaining pellet was subjected to an additional extraction by vortexing the sample with 0.8 ml of −20 °C 40:40:20 ACN:MeOH:H_2_O extraction solvent. This sample was centrifuged at 21,100×*g* for 5 min at 4 °C after which the supernatant was pooled with the 80:20 MeOH:H_2_O extraction supernatant. The remaining cell pellet was used for RIPA protein extraction and BCA protein quantification to generate normalization factors for LC-MS metabolomics data analyses. Pooled supernatants were dried using a Thermo Fisher Savant ISS110 SpeedVac and resuspended in 100 μl H_2_O. Resuspended extracts were centrifuged at max speed for 5 min at 4 °C after which supernatants were transferred to glass vials for LC-MS analysis.

### LC-MS metabolomics

Prepared metabolite samples were injected in random order onto a Thermo Fisher Scientific Vanquish UHPLC with a Waters Acquity UPLC BEH C18 column (1.7 μm, 2.1 x 100 mm; Waters Corp.) and analyzed using a Thermo Fisher Q Exactive Orbitrap mass spectrometer in negative ionization mode. LC separation was performed over a 25 min method with a 14.5 min linear gradient of mobile phase (buffer A, 97% water with 3% methanol, 10 mM tributylamine, and acetic acid-adjusted pH of 8.3) and organic phase (buffer B, 100% methanol) (0 min, 5% B; 2.5 min, 5% B; 17 min, 95% B; 19.5 min, 5% B; 20 min, 5% B; 25 min, 5% B, flow rate 0.2 ml/min). A quantity of 10 μl of each sample was injected into the system for analysis. The ESI settings were 30/10/1 for sheath/aux/sweep gas flow rates, 2.50 kV for spray voltage, 50 for S-lens RF level, 350C for capillary temperature, and 300C for auxiliary gas heater temperature. MS1 scans were operated at resolution = 70,000, scan range = 85 to 1250 m/z, automatic gain control target = 1 x 10^6^, and 100 ms maximum IT. Raw data files were converted into mzml for metabolite identification and peak AreaTop quantification using El-MAVEN (v0.12.1-beta) (48). Peak AreaTop values were imported into MetaboAnalyst for statistical analysis (one factor) using default settings (49).

### Transcriptomic analysis

RNA was extracted from liver with TRI Reagent (Thermo Fisher, AM9738), then treated with DNase (Invitrogen, 12185010) and purified with RNA purification kit (Ambion, 12183025). The concentration and purity of RNA was determined using a NanoDrop 2000c spectrophotometer (Thermo Fisher Scientific), and RNA was diluted to 100 to 400 ng/μl for sequencing. The RNA was then submitted to the University of Wisconsin-Madison Biotechnology Center Gene Expression Center & DNA Sequencing Facility, and RNA quality was assayed using an Agilent RNA NanoChip. RNA libraries were prepared using the TruSeq Stranded Total RNA Sample Preparation protocol (Illumina) with 250 ng of mRNA, and cleanup was done using RNA Clean beads (lot #17225200). Reads were aligned to the mouse (*Mus musculus*) with genome-build GRCm38.p5 of accession NCBI:GCA_000001635.7[DL9], and expected counts were generated with Ensembl gene IDs (50).

Analysis of significantly differentially expressed genes (DEGs) was completed in R version 4.3.0. (Team, 2017) using *edgeR* (51) and *limma* (52). Gene names were converted to gene symbol and Entrez ID formats using the *mygene* package. Genes with too many missing values were removed, and if genes were present in less than one diet/age group, they were removed. To reduce the impact of external factors not of biological interest that may affect expression, data were normalized to ensure the expression distributions of each sample are within a similar range. We normalized using the trimmed mean of M-values, which scales to library size. Heteroscedasticity was accounted for using the voom function, DEGs were identified using an empirical Bayes moderated linear model, and log coefficients and Benjamini-Hochberg adjusted *p*-values were generated for each comparison of interest (53) (Benjamini and Hochberg, 1995). DEGs specific to each condition were rank sorted by log2 fold-change and subsequently used in GSEA Preranked analyses with default settings for GO-BP pathway enrichment (32).

### Histone extraction and chemical derivatization

For *in vivo* samples, approximately 30 mg of liver tissue was resuspended in 800 μl of ice-cold buffer A (10 mM Tris-HCl pH 7.4, 10 mM NaCl, and 3 mM MgCl2) supplied with protease and histone deacetylase inhibitors (10 μg/ml leupeptin, 10 μg/ml aprotinin, 100 μM phenylmethylsulfonyl fluoride, 10 mM nicotinamide, 1 mM sodium-butyrate, and 4 μM trichostatin A) followed by 20 strokes of loose- and 20 strokes of tight-pestle homogenization in a 1 ml Wheaton Dounce homogenizer and strained through a 100 μM filter before being transferred to a new 1.5 ml Eppendorf tube. Samples were then centrifuged at 800 × *g* for 10 min at 4 °C to pellet nuclei. Supernatants were transferred to fresh 1.5 ml Eppendorf tubes or discarded. The remaining nuclei pellet was resuspended in 500 μl ice-cold PBS pH 7.4 and centrifuged at 800 × *g* for 10 min at 4 °C. The supernatant was discarded, and nuclei were again washed with 500 μl ice-cold PBS pH 7.4. Next, pelleted nuclei were resuspended in 500 μl of 0.4 N H_2_SO_4_ and rotated at 4 °C for 4 h. Samples were centrifuged at 3,400 × *g* for 5 min at 4 °C to pellet nuclear debris and precipitated nonhistone proteins. Supernatants were transferred to new 1.5 ml Eppendorf tubes after which 125 μl of 100% trichloroacetic acid was added and incubated overnight on ice at 4 °C. The next day, samples were centrifuged at 3,400 × *g* for 5 min at 4 °C to pellet precipitated histone proteins. Supernatants were discarded, and precipitant was washed with 1 ml ice-cold acetone +0.1% HCl. Samples were centrifuged at 3,400 × *g* for 2 min at 4 °C, and supernatants were again discarded. This process was repeated with a 100% ice-cold acetone wash. Residual acetone was allowed to evaporate at room temperature for 10 min after which dried precipitant was resuspended in H_2_O. Finally, samples were centrifuged at 21,100×*g* for 5 min at 4 °C to pellet any remaining insoluble debris, and supernatants containing purified histone were transferred to new 1.5 ml Eppendorf tubes. Histone extractions from flash frozen HepG2 cell pellets were performed as described above.

To prepare purified histone samples for LC-MS/MS analysis, 5 μg of each sample were diluted with H_2_O to a final volume of 9 μl. One microliter of 1 M triethylammonium bicarbonate was added to each sample to buffer the solution to a final pH of 7 to 9. Next, 1 μl of 1:100 d6-acetic anhydride:H2O was added to each sample followed by a 2-min room temperature incubation. The reaction was quenched *via* addition of 1 μl 80 mM hydroxylamine followed by a 20-min room temperature incubation. Next, d3-acetylated histones were digested with 0.1 μg trypsin for 4 h at 37 °C. Upon completion of trypsin digestion, 5 μl of 0.02 M NaOH was added to adjust the final pH to ∼9 to 10. Prepared histone peptides were then N-terminally modified with 1 μl 1:50 phenyl isocyanate:ACN for 1-h at 37 °C. Modified peptides were desalted and eluted-off of EmporeC18 extraction membrane. Eluted samples were dried completely using a Thermo Fisher Scientific Savant ISS110 SpeedVac and resuspended in 40 μl sample diluent (94.9% H2O, 5% ACN, 0.1% TFA). Resuspended samples were centrifuged at max speed for 5 min at 4 ^o^C after which supernatants were transferred to glass vials for LC-MS/MS analysis.

### LC-MS/MS histone proteomics

Derivatized histone peptides were injected onto a Dionex Ultimate3000 nanoflow HPLC with a Waters nanoEase UPLC C18 column (100 m × 150 mm, 3 μm) coupled to a Thermo Fisher Q-Exactive mass spectrometer at 700 nl/min. Aqueous phase (A) consisted of H2O + 0.1% formic acid while the mobile phase (B) consisted of acetonitrile + 0.1% formic acid (B). Histone peptides were resolved using the following linear gradient: 0 min, 2.0% B; 5 min, 2.0% B; 65 min, 35% B; 67 min, 95% B; 77 min, 95% B; 79 min, 2.0% B; 89 min, 2.0% B. Data were acquired using data-independent acquisition (DIA) mode. The mass spectrometer was operated with a MS1 scan at resolution = 35,000, automatic gain control target = 1 × 106, and scan range = 390 to 910 m/z, followed by a DIA scan with a loop count of 10. DIA settings were as follows: window size = 10 m/z, resolution = 17,500, automatic gain control target = 1 × 106, DIA maximum fill time = AUTO, and normalized collision energy = 30.

DIA Thermo.raw files were analyzed *via* the EpiProfile 2.0 AcD3 module (54). Subsequent data filtering (*i*.*e*., removing samples with (1) >2 null values for common peptides or (2) >50% CV) and normalization were performed using our published Histone Analysis Workflow (55).

### Multi-omics factor analysis

To integrate transcriptomics, metabolomics, histone proteomics, and physiological data, MOFA (35) was performed on 60 mice consisting of 13,929 transcripts, 103 metabolites, 92 histone proteins, and 15 phenotypes. The model was trained on 15 factors (minimum explained variance 0.8% in at least one data type) with default parameters except for likelihoods = “gaussian”, maxiter = 1000, convergence_mode = "slow", and seed = 42. The variance decompositions between factors and datasets were computed. Pearson correlation coefficients (Freedman *et al*., 2007) were calculated to show the association factors and five experimental conditions (control, isoleucine depletion, leucine depletion, methionine depletion, and rapamycin). To run an enrichment analysis, PCGSE (56) was performed on MSigDB_v6.0_C5_mouse (57) gene set consisting of genes annotated by GO Biological Process terms. All analyses were conducted using R (version 4.2.1) and MOFA2 (version 1.8.0).

### Statistics

Most statistical analyses were conducted using Prism, version 9 (GraphPad Software Inc.), R (version 4.1.0), or MatLab (version R2023b). Tests involving multiple factors were analyzed by one-way ANOVA with diet as the categorical variable followed by a Tukey–Kramer or Dunnett’s *post hoc* test for multiple comparisons as appropriate. Data distribution was assumed to be normal but was not formally tested.

## Data availability

Bulk liver RNA-sequencing data has been uploaded to Gene Expression Omnibus, accession number GSE314023. Raw mass spectrometry data files for the liver metabolomics (MSV000099424), liver histone proteomics (MSV000099420), HepG2 metabolomics (MSV000099426), and HepG2 histone proteomics (MSV000099425) analyses reported in this manuscript have been uploaded to Mass Spectrometry Interactive Virtual Environment (MassIVE).

## Supporting information

This article contains supporting information.

## Conflict of interest

S. A. H. is a consultant for Galilei Biosciences. J. M. D. is a cofounder of Galilei Biosciences and a consultant for Evrys Bio. D. W. L. has received funding from and is a scientific advisory board member of Aeovian Pharmaceuticals, which seeks to develop novel, selective mTOR inhibitors for the treatment of various diseases. D. W. L reports financial support was provided by Aeovian Pharmaceuticals. J. M. D. reports a relationship with Galilei Biosciences that includes board membership. S. A. H. reports a relationship with Galilei Biosciences that includes consulting or advisory. J. M. D. reports a relationship with Evrys Bio LLC that includes consulting or advisory. D. W. L. reports a relationship with Aeovian Pharmaceuticals that includes board membership.

# Supplementary material for: Depletion of individual dietary amino acids induce distinct metabolic and chromatin states
**Source:** J Biol Chem. 2025 Dec 17;302(2):111074. doi: 10.1016/j.jbc.2025.111074
**Supplement:** Figure S1

 

 

 

 
 
 

 MOFA on dietary restriction 

 
 
 
 
 
 
 
 
 
 
 
 
 
 

 

 
 

 

 

 

 

 

 

 

 

 
 
 
 
 
 

 

 

 MOFA on dietary restriction 

 

 
 Data overview 
 Data consist of 60 mice from 4 datasets each consisting of 13929
transcripts, 15 physiological phenotypes, 103 metabolites, and 92
histone proteins. 
   
 
 
 Overview of the trained MOFA model 
 
 Correlation between Factors 
 The figure shows the correlation matrix between the latent Factors.
No correlation between Factors suggests a good model fit. 
   
 
 
 Variance decomposition 
 
 Variance decomposition by Factor 
 The plot shows the percentage of variance explained by the MOFA
Factors across different datasets. 
   
 
 
 Total variance explained per view 
 The plot shows the total percentage of variance explained across
different datasets. 
   
 
 
 
 
 Characterisation of Factors 
 
 Association analysis 
 The plot shows the Pearson correlation coefficient and its log10
adjusted p-values between the Factor values and the experimental
conditions. 
 
 Pearson correlation coefficient 
   
 
 
 log10 adjusted p-values 
   
 
 
 
 Factor values 
 The plot shows the violin plots of the Factor values colored by
experimental conditions per Factor. 
   
 
 
 Feature weights 
 The weights provide a score for each feature on each factor. Features
with no association with the corresponding factor are expected to have
values close to zero, whereas features with strong association with the
factor are expected to have large absolute values. The sign of the
weights indicates the direction of the effect: a positive weights
indicates that the feature has higher levels in the cells with positive
factor values, and vice-versa. 
 
 Ranked feature weights 
 The plots show the list of features ranked by their weights for each
Factor per datasets. 
 
 Factor 1 
 
 Metabolomics 
   
 
 
 RNAseq 
   
 
 
 HistoneProteomics 
   
 
 
 Physiology 
   
 
 
 
 Factor 2 
 
 Metabolomics 
   
 
 
 RNAseq 
   
 
 
 HistoneProteomics 
   
 
 
 Physiology 
   
 
 
 
 Factor 3 
 
 Metabolomics 
   
 
 
 RNAseq 
   
 
 
 HistoneProteomics 
   
 
 
 Physiology 
   
 
 
 
 Factor 4 
 
 Metabolomics 
   
 
 
 RNAseq 
   
 
 
 HistoneProteomics 
   
 
 
 Physiology 
   
 
 
 
 Factor 5 
 
 Metabolomics 
   
 
 
 RNAseq 
   
 
 
 HistoneProteomics 
   
 
 
 Physiology 
   
 
 
 
 Factor 6 
 
 Metabolomics 
   
 
 
 RNAseq 
   
 
 
 HistoneProteomics 
   
 
 
 Physiology 
   
 
 
 
 Factor 7 
 
 Metabolomics 
   
 
 
 RNAseq 
   
 
 
 HistoneProteomics 
   
 
 
 Physiology 
   
 
 
 
 Factor 8 
 
 Metabolomics 
   
 
 
 RNAseq 
   
 
 
 HistoneProteomics 
   
 
 
 Physiology 
   
 
 
 
 Factor 9 
 
 Metabolomics 
   
 
 
 RNAseq 
   
 
 
 HistoneProteomics 
   
 
 
 Physiology 
   
 
 
 
 Factor 10 
 
 Metabolomics 
   
 
 
 RNAseq 
   
 
 
 HistoneProteomics 
   
 
 
 Physiology 
   
 
 
 
 Factor 11 
 
 Metabolomics 
   
 
 
 RNAseq 
   
 
 
 HistoneProteomics 
   
 
 
 Physiology 
   
 
 
 
 Factor 12 
 
 Metabolomics 
   
 
 
 RNAseq 
   
 
 
 HistoneProteomics 
   
 
 
 Physiology 
   
 
 
 
 Factor 13 
 
 Metabolomics 
   
 
 
 RNAseq 
   
 
 
 HistoneProteomics 
   
 
 
 Physiology 
   
 
 
 
 Factor 14 
 
 Metabolomics 
   
 
 
 RNAseq 
   
 
 
 HistoneProteomics 
   
 
 
 Physiology 
   
 
 
 
 Factor 15 
 
 Metabolomics 
   
 
 
 RNAseq 
   
 
 
 HistoneProteomics 
   
 
 
 Physiology 
   
 
 
 
 
 Heatmap 
 The plot shows the heatmap of the feature weights clustered by rows
and columns for each Factor per datasets. 
 
 Factor 1 
 
 Metabolomics 
   
 
 
 RNAseq 
   
 
 
 HistoneProteomics 
   
 
 
 Physiology 
   
 
 
 
 Factor 2 
 
 Metabolomics 
   
 
 
 RNAseq 
   
 
 
 HistoneProteomics 
   
 
 
 Physiology 
   
 
 
 
 Factor 3 
 
 Metabolomics 
   
 
 
 RNAseq 
   
 
 
 HistoneProteomics 
   
 
 
 Physiology 
   
 
 
 
 Factor 4 
 
 Metabolomics 
   
 
 
 RNAseq 
   
 
 
 HistoneProteomics 
   
 
 
 Physiology 
   
 
 
 
 Factor 5 
 
 Metabolomics 
   
 
 
 RNAseq 
   
 
 
 HistoneProteomics 
   
 
 
 Physiology 
   
 
 
 
 Factor 6 
 
 Metabolomics 
   
 
 
 RNAseq 
   
 
 
 HistoneProteomics 
   
 
 
 Physiology 
   
 
 
 
 Factor 7 
 
 Metabolomics 
   
 
 
 RNAseq 
   
 
 
 HistoneProteomics 
   
 
 
 Physiology 
   
 
 
 
 Factor 8 
 
 Metabolomics 
   
 
 
 RNAseq 
   
 
 
 HistoneProteomics 
   
 
 
 Physiology 
   
 
 
 
 Factor 9 
 
 Metabolomics 
   
 
 
 RNAseq 
   
 
 
 HistoneProteomics 
   
 
 
 Physiology 
   
 
 
 
 Factor 10 
 
 Metabolomics 
   
 
 
 RNAseq 
   
 
 
 HistoneProteomics 
   
 
 
 Physiology 
   
 
 
 
 Factor 11 
 
 Metabolomics 
   
 
 
 RNAseq 
   
 
 
 HistoneProteomics 
   
 
 
 Physiology 
   
 
 
 
 Factor 12 
 
 Metabolomics 
   
 
 
 RNAseq 
   
 
 
 HistoneProteomics 
   
 
 
 Physiology 
   
 
 
 
 Factor 13 
 
 Metabolomics 
   
 
 
 RNAseq 
   
 
 
 HistoneProteomics 
   
 
 
 Physiology 
   
 
 
 
 Factor 14 
 
 Metabolomics 
   
 
 
 RNAseq 
   
 
 
 HistoneProteomics 
   
 
 
 Physiology 
   
 
 
 
 Factor 15 
 
 Metabolomics 
   
 
 
 RNAseq 
   
 
 
 HistoneProteomics 
   
 
 
 Physiology 
   
 
 
 
 
 
 
 Principal Component Gene Set Enrichment (PCGSE) 
 We used MSigDB_v6.0_C5_mouse gene sets for our enrichment analysis
consisting of 4436 biological pathways and 18360 genes. 
 
 Enrichment heatmap 
 The plots show the number of significant pathways per Factor for
upregulated gene sets (positive weight genes) and downregulated gene
sets (negative weight genes). 
 
 Enrichement for positive weights 
   
 
 
 Enrichement for negative weights 
   
 
 
 
 Enrichment results 
 The plots show top 50 upregulated gene sets and 50 downregulated gene
sets per factor. 
 
 Factor 1 
 
 Enrichement for positive weights 
   
 
 
 Enrichement for negative weights 
   
 
 
 
 Factor 2 
 
 Enrichement for positive weights 
   
 
 
 Enrichement for negative weights 
   
 
 
 
 Factor 3 
 
 Enrichement for positive weights 
   
 
 
 Enrichement for negative weights 
   
 
 
 
 Factor 4 
 
 Enrichement for positive weights 
   
 
 
 Enrichement for negative weights 
   
 
 
 
 Factor 5 
 
 Enrichement for positive weights 
   
 
 
 Enrichement for negative weights 
   
 
 
 
 Factor 6 
 
 Enrichement for positive weights 
   
 
 
 Enrichement for negative weights 
   
 
 
 
 Factor 7 
 
 Enrichement for positive weights 
   
 
 
 Enrichement for negative weights 
   
 
 
 
 Factor 8 
 
 Enrichement for positive weights 
   
 
 
 Enrichement for negative weights 
   
 
 
 
 Factor 9 
 
 Enrichement for positive weights 
   
 
 
 Enrichement for negative weights 
   
 
 
 
 Factor 10 
 
 Enrichement for positive weights 
   
 
 
 Enrichement for negative weights 
   
 
 
 
 Factor 11 
 
 Enrichement for positive weights 
   
 
 
 Enrichement for negative weights 
   
 
 
 
 Factor 12 
 
 Enrichement for positive weights 
   
 
 
 Enrichement for negative weights 
   
 
 
 
 Factor 13 
 
 Enrichement for positive weights 
   
 
 
 Enrichement for negative weights 
   
 
 
 
 Factor 14 
 
 Enrichement for positive weights 
   
 
 
 Enrichement for negative weights 
   
 
 
 
 Factor 15 
 
 Enrichement for positive weights 
   
 
 
 Enrichement for negative weights

# Supplementary material for: Depletion of individual dietary amino acids induce distinct metabolic and chromatin states
**Source:** J Biol Chem. 2025 Dec 17;302(2):111074. doi: 10.1016/j.jbc.2025.111074
**Supplement:** Supplementary Material 1

**Supplemental Figure 1 - Differential p62 and LC3B expression following dietary EAA depletions.**

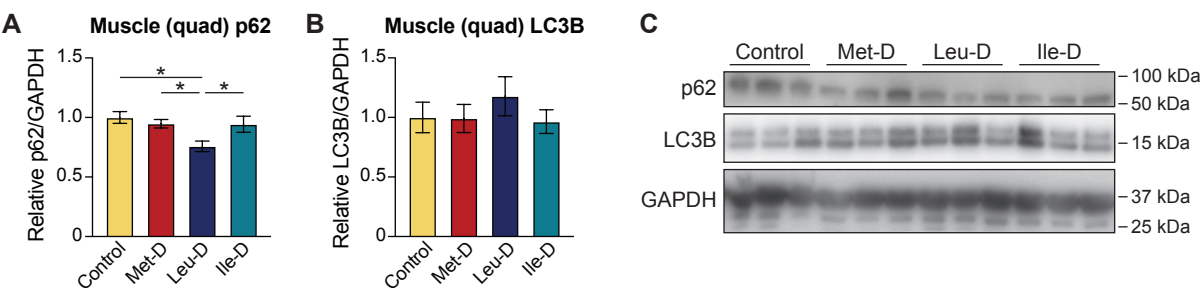

**Supplemental Figure 1: Differential p62 and LC3B expression following dietary EAA depletions.** (A-B) Bar graphs depicting muscle (quadriceps) p62 and LC3B protein levels normalized to GAPDH. (C) Representative western blot images of those used for the quantification depicted in panels A and B. Error bars = SEM; N = 12; \* = p-value < 0.05 as measured via Student's t-test.

**Supplemental Figure 2 - Select Ile-D specific gene expression changes following dietary EAA depletions and rapamycin treatment.**

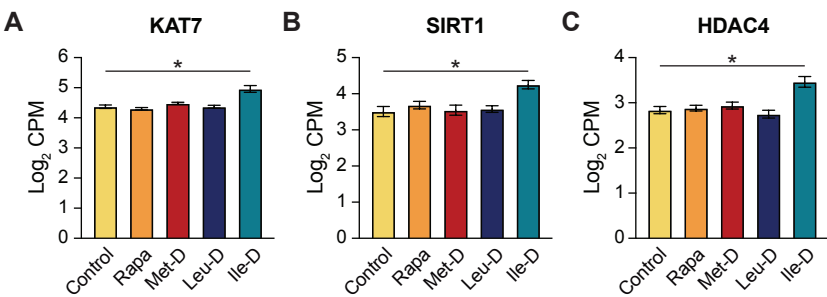

**Supplemental Figure 2: Select Ile-D specific gene expression changes following dietary EAA depletions and rapamycin treatment.** (A-C) Bar graph depicting log<sub>2</sub> CPM values calculated from bulk liver RNA-sequencing data. Error bars = SEM; N = 12; \* = adj. p-value < 0.05 as measured via *edgeR* and *limma*.

# Supplementary material for: Depletion of individual dietary amino acids induce distinct metabolic and chromatin states
**Source:** J Biol Chem. 2025 Dec 17;302(2):111074. doi: 10.1016/j.jbc.2025.111074
**Supplement:** Supplementary Material 2

**Supplementary Table Legends**

**Table S1:** *M. musculus* diet compositions.

**Table S2:** Liver bulk RNA-sequencing results summary.

**Table S3:** GO-BP gene enrichment for shared differentially expressed genes across all EAA-depletion conditions.

**Table S4:** GSEA pre-ranked results using genes which are differentially expressed in response to a single EAA-depleted condition.

**Table S5:** Liver metabolomics data summary.

**Table S6:** Liver histone proteomics stoichiometry data summary.

**Table S7:** HepG2 metabolomics data summary.

**Table S8:** HepG2 histone proteomics stoichiometry data summary.

How the deposited data were processed for this re-analysis (not part of the article)

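RNA was measured in liver of 60 male C57BL/6J mice, 12 in each of the Control, Met-D, Leu-D, Ile-D and rapamycin groups, which were housed in 20 cages of 3 mice. Treatments lasted 3 weeks, and each group filled 4 cages. The group of each mouse was taken from the sample labels, and the columns of the count table carry the same sample names, with 0 columns left unused. Cage was inferred from the number in each label, which 3 mice share, because the paper states that 3 mice were kept in each cage. The labels do not call this number a cage, and every result by cage rests on this reading. Metabolomics, histone proteomics, physiology and cell culture data were not analysed here.

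The authors prepared stranded total RNA libraries, aligned the reads to mouse genome build GRCm38.p5 and deposited expected counts per Ensembl gene identifier, not normalized and with replicates kept separate. The paper's text names neither the aligner nor the counting program nor the annotation release. Whether the counting used the strand of the reads is not stated there either. Of all values, 3.20% were not whole, and of the values above 0, 9.65%. A value that is not whole shows that the authors' counting divided reads between genes, so genes with near-identical copies carry an error that the totals do not show. For genes named in the text, the share of 50-base stretches of their transcripts that also occur in other genes was computed from the reference transcripts.

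The expected counts of 56884 genes were rounded to whole numbers. A count was present in at least one mouse for 29229 genes, and 14252 passed edgeR's filterByExpr by group with its minimum count of 10 and minimum total of 15. TMM factors, voom, lmFit and eBayes were applied in one model with the 5 group means, and each treatment was contrasted with Control, as were the diets with each other. All tests are two-sided, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested in each contrast, with DE genes at an adjusted p-value under 0.05. The model and its threshold follow the paper's methods. The paper's filter is described there in words without a number, and the copy of the paper's Table S2 used here held 1999 of 13929 transcripts, so it served only to look up single genes. Log2 CPM values use a prior count of 2. Symbols and positions come from GENCODE release M21 on GRCm38, in which 51948 of the 56884 identifiers were found, holding 99.7% of all counts. Of the tested genes, 13972 had a symbol. This annotation may differ from the one behind the counts, whose release is not named.

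Total counts per mouse ranged from 17440314 to 30094728. At this depth counting error is small beside the spread between mice for most tested genes, and large for genes near the filter. No duplicate libraries were found among the 330 pairs of mice within groups.

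Genes named in the text are those the paper names as liver transcripts, the 3 largest rises and 3 largest falls in each contrast with Control among DE genes with an average log2 CPM of at least 1 and all 4 treated cage means on one side of the 4 Control cage means, and members of the lists reported. Some genes that meet this rule are not reported here. Other genes in the closing section were chosen after their values were seen, which is said there. The 18 lists were written from general knowledge before the data were examined. They cover histone acetyltransferases, histone deacetylases, fatty acid beta-oxidation, respiratory chain subunits, branched-chain amino acid catabolism, phenylalanine and tyrosine catabolism, other amino acid catabolism, ATF4 targets of the integrated stress response, the circadian clock, hepatocyte secreted proteins, and markers of Kupffer cells, liver endothelial cells, stellate cells, cholangiocytes, B cells, T cells, adipose tissue and pancreas. Lists were tested with camera at a preset correlation of 0.01, with adjustment over 72 tests.

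Mice of one cage shared a treatment and resembled each other, and cage was therefore examined by summing counts per cage and by a random block with a consensus correlation of 0.257. Other alternatives were edgeR's quasi-likelihood test, the DESeq2 Wald test, library size only, upper-quartile factors, a filter of 1 CPM in at least 12 mice (12559 genes), no filter, only the groups compared, quality weights per mouse, adjusted p-value under 0.01, a log2 FC of at least 1, unadjusted p-values, a prior count of 0.5, scaled genes, the 500 most variable genes, fry, an estimated correlation between genes, and each cage left out in turn. All of these were set before the data were examined, except the comparison of rapamycin calls with different Control cages. Comparisons between treatments that share the Control mice were set beside 100 simulated draws, in which groups were made of cages after removal of each group's mean.

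The tests were tested on simulated data with the real genes, means and library sizes, in which 200 of 14252 genes were changed by 1 log2 unit. Limma voom recovered 186 of these (93%) and called 11 others, none in the wrong direction, and it called no gene in a group left unchanged. With counts summed per cage 183 were recovered, with edgeR's quasi-likelihood test 184, and with DESeq2 186. The list tests called the 1 changed list of 30 members and 0 of 7 others.

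Gene set enrichment with GO-BP sets and the multi-omics factor analysis were not analysed here. R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9 were used.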

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

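Tests of explanations in this part were chosen for that use only after the result they bear on had been seen. The test for fewer lymphocytes under rapamycin is the exception. The gene lists, other than the male- and female-typical ones, and the alternative settings had been set before the data were examined.

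Genes that differ between male and female liver changed in all 3 EAA depletions, in genes outside those the paper discusses. Lists of 50 genes higher in male liver and 52 genes higher in female liver were written from general knowledge after the largest changes, such as Cux2 and Mup15, had been seen, so they are not independent evidence. The 49 male-typical genes tested had median log2 FCs of -1.77 in Met-D, -1.76 in Leu-D and -2.10 in Ile-D, with 38, 38 and 41 DE genes lower and 2, 4 and 6 higher. The 46 female-typical genes tested had medians of 1.00, 1.04 and 1.18, with 24, 26 and 27 DE genes higher and 5, 3 and 12 lower. Camera gave adjusted p-values of 1.33e-31, 2.04e-27 and 1.96e-12 for the male list and 7.98e-08, 3e-10 and 0.00759 for the female list, and the highest over 4 alternatives were 7.46e-05, 0.00014 and 0.00939, and 0.0199, 0.00939 and 0.211. In 2 female-typical genes every Control mouse was at 3 counts or fewer, and setting these to their bound left the medians at 1.00, 1.04 and 1.18. Under rapamycin the lists moved the other way, with medians of 0.24 for the male list (adjusted p = 0.000487) and -0.37 for the female list (3.92e-05), although both were lost with an estimated correlation between genes (0.176 and 0.07).

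Several technical explanations of this pattern are argued against by the tables. No mouse looked female, since the highest Xist count in any of the 60 mice was 11 and the lowest count of the Y-linked Ddx3y was 634. Reads shared between paralogs do not account for all of it, because among members with under 10% shared sequence the distance between the medians of both lists was still at least 0.718 of that over all members. A lower share of hepatocytes would lower the genes of hepatocyte secreted proteins as far, but 0 of the 57 pairs of such gene and diet fell to the median of the male-typical genes, and the lowest log2 FC among them was -1.02. Selection of genes for the pattern is not the whole of it either, because without the genes of largest change the distance between the medians was at least 2.01, although the female list then no longer passed correction in Ile-D (adjusted p = 0.209). With the counts of each cage summed, 35, 36 and 39 of the 49 male-typical genes were DE and lower in Met-D, Leu-D and Ile-D. DE genes that were higher numbered 1, 3 and 6. The highest camera adjusted p-value of the male list was then 5.95e-13, a value that does not measure the spread between cages. The growth hormone receptor gene Ghr fell by 1.27, 1.26 and 1.42, but weaker growth hormone signaling alone is argued against in Leu-D and Ile-D, where 5 of the 6 pairs of target gene (Igf1, Socs2, Cish) and diet rose and 0 fell. In Met-D 1 target rose (Socs2, 1.29) and 1 fell (Igf1, -0.25), so weaker and altered signaling cannot be told apart there. These genes were chosen after their values were seen. A hypothesis that stays open is that depletion of an EAA changes the sex-typical pattern of growth hormone release, which may feminize liver expression, and hormone levels were not analysed here.

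Fgf21, a hepatic hormone gene on chromosome 7 from 45613886 to 45615490, changed in opposite directions between diets, and was chosen after its values were seen. Its log2 CPM was 4.01 in Control, 5.48 ± 0.52 in Met-D (SD, n = 12), 5.34 ± 0.85 in Leu-D and -0.72 ± 0.82 in Ile-D. The log2 FC was 1.48 in Met-D (SE 0.35, limma adjusted p = 0.00104), 1.34 in Leu-D (SE 0.35, adjusted p = 0.00206) and -4.94 in Ile-D (SE 0.72, adjusted p = 2.65e-08). Compared directly, Ile-D differed from Met-D by -6.41 (adjusted p = 1.83e-11) and from Leu-D by -6.27 (adjusted p = 6.69e-11). Inhbe showed part of this pattern, with log2 FCs of 0.015, -1.26 and -7.02. One outlying cage is argued against, since 0 of the 20 fits that each left out one cage lost a call or changed a direction, with log2 FCs of 1.01 to 1.85, 0.87 to 1.71 and -5.39 to -4.56. With the counts of each cage summed, limma adjusted p-values of Fgf21 were 0.0799 in Met-D and 0.0702 in Leu-D, where the calls were lost, and 0.000146 in Ile-D, and with cage as a random block 0.00997, 0.0146 and 2.82e-06. A lower activity of the integrated stress response, which induces Fgf21 through ATF4, stays open in Ile-D. The 30 ATF4 targets, with Fgf21 among them, went both ways when Ile-D was compared directly with Met-D (17 higher and 13 lower) and with Leu-D (19 higher and 11 lower), and camera called neither difference (adjusted p = 0.378 in both). Of the DE members, 13 were higher and 7 lower in Ile-D than in Met-D, and 11 higher and 8 lower than in Leu-D. Fry, which asks whether members shift in one direction on average, called both differences upward (0.0113 and 0.00928), against the direction this explanation needs. Lower activity of PPARA, which also induces Fgf21, is another candidate explanation. The beta-oxidation list, made up largely of PPARA targets, was lower in Ile-D than in Met-D and Leu-D by medians of -1.41 and -1.40 (highest camera adjusted p = 9.71e-20), and Ppara itself had log2 FCs of -0.26, -0.51 and -1.12 (limma adjusted p = 0.284, 0.0175 and 1.3e-07). This is consistent with the hypothesis but was found and tested on the same mice.

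Circadian clock genes changed in data the paper does not discuss. The list of 17 tested genes had median log2 FCs of -0.64 in Met-D (9 DE genes, 11 adjusted over the list alone; camera adjusted p = 0.0243) and -0.74 in Leu-D (14 DE genes, 15 adjusted over the list alone; camera adjusted p = 0.0385), against 0.39 in Ile-D (12 and 12; 0.1) and 0.089 under rapamycin (0.779). Over 5 alternatives the adjusted p-value ranged from 0.000105 to 0.422 in Met-D and from 3.36e-06 to 0.422 in Leu-D. The members go both ways, so the medians say little about them. In Leu-D 3 activators, among them Arntl with a log2 FC of 1.98, were higher with a median of 1.98, and 6 genes of the opposite phase, among them Dbp with -3.85 and Nr1d1 with -1.87, were lower with a median of -1.68. The difference of these medians was 3.66 in Leu-D, 1.59 in Met-D, 0.926 in Ile-D and 0.353 under rapamycin. Arntl, Dbp and Nr1d1 went the same ways in Ile-D, with log2 FCs of 2.37, -1.33 and -0.83, where 4 of the 6 genes of the opposite phase were lower. In Met-D these log2 FCs were 0.90, -1.16 and -0.64, and Nr1d1 was not called (limma adjusted p = 0.106). A shift of the clock by the diet and collection of the groups at different hours cannot be told apart, because no hour of collection was found in the paper or the labels. The split of genes by phase was chosen after the values were seen.

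Kupffer cell markers fell under rapamycin by a median of 0.895 on the log2 scale. Cd5l, at a log2 CPM of 4.91 in Control, had a log2 FC of -0.92 (limma adjusted p = 0.0314), and Clec4f, at 5.05, had -0.83 (0.0041). Whether likeness of mice within a cage lies behind this fall could not be decided. The list was still called with the counts of each cage summed (camera adjusted p = 1.63e-14). However, camera compares members with other genes at a preset correlation, so its p-value does not measure the spread between cages. With an estimated correlation between genes the list was not called (0.21). A higher share of hepatocytes would lower the markers of all other cells alike, but the medians of the Kupffer, endothelial, stellate and cholangiocyte lists (-0.90, -0.55, -0.16 and 0.15) spanned 1.05. No error was set on this span. All 10 Kupffer, 9 endothelial and 10 stellate markers were lower, and 16 of 19 hepatocyte secreted protein genes were higher, as a higher share would also give. Of the 6 cholangiocyte markers 5 were higher, but 0 were DE. A higher share may therefore contribute. Among lymphocytes, the 5 B cell markers tested all fell (camera adjusted p = 3.82e-07, over 5 alternatives from 2.73e-07 to 0.198), so fewer B cells stay open, though lower expression in each cell would look alike. Fewer T cells cannot be told apart from no change, because only 6 of 15 T cell markers were tested and 2 of these rose (camera adjusted p = 0.0732; fry 0.0359, over 5 alternatives from 0.0359 to 0.489). No gene was a member of more than one list. Whether rapamycin reduces the number of Kupffer cells or the expression of these genes in each cell stays open, and either may contribute.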

How the results depend on the processing

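No paired analysis was possible because each mouse and each cage carries a number of its own that no other group shares.

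With edgeR's quasi-likelihood test, the DESeq2 Wald test, library size only, upper-quartile factors or a filter of 1 CPM in at least 12 mice, every count of DE genes computed under them stayed within 1.5 times the reported count. The share of unique genes then ranged from 43.6% to 45.3% in Ile-D, from 12.1% to 14.9% in Met-D and from 11.2% to 12.5% in Leu-D. A prior count of 0.5 gave 63.8% of the variance of group means on PC1 and 24.2% on PC2, with the Met-D to Leu-D distance at 0.492 of that from Met-D to Ile-D and 0.571 of that from Leu-D to Ile-D. The settings that changed results are given below, and where no reason is named the cause was not tested.

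Percents, distances and correlations are given below as changed where they moved by more than a jackknife error over cages, computed from the fits that each left out one cage. This error was chosen after seeing the data, in place of a 95% exact binomial interval that had been applied first, and it calls fewer changes. Of 78 values of 6 percents of unique or shared genes under alternatives that keep all cages, 17 lay beyond the jackknife error and 44 outside the binomial interval. Over these alternatives the unique share ranged from 32.0% to 70.8% in Ile-D, from 10.3% to 22.9% in Met-D and from 9.98% to 16.9% in Leu-D. The percent shared with another diet ranged from 76.8% to 87.8% in Met-D and from 82.9% to 88.5% in Leu-D, and the percent of rapamycin DE genes shared with a diet from 61.8% to 86.9%.

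Treating the cage as the unit changed most counts. With cage as a random block there were 2101 DE genes in Met-D, 3307 in Leu-D, 61 under rapamycin and 1109 between Met-D and Leu-D, with 8 unique to rapamycin and 1041 shared by the 3 diets. The share unique to Ile-D was 61.8%, that unique to Met-D 17.8%, and 82.2% of Met-D DE genes were shared with another diet. Summed per cage, the counts gave 1641 DE genes in Met-D, 2666 in Leu-D, 15 under rapamycin and 812 between Met-D and Leu-D. Of these, 389 were unique to Leu-D, 299 to Met-D and 3 to rapamycin, and 819 were shared by the 3 diets. The unique share was 66.8% in Ile-D and 18.2% in Met-D, and 81.8% of Met-D DE genes were shared. The percent of shared DE genes with the same sign was then 88.4% for Met-D and Ile-D and 96.7% for Leu-D and Ile-D. For Leu-D and rapamycin it was 25.0% and for Ile-D and rapamycin 41.7%, both now below an even split, from the few genes that the 15 rapamycin calls leave. Fewer samples enter the fit in these sums, and the likeness of mice within cages is counted in both settings. Counts for Ile-D against Control stayed within 1.5 times.

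Other thresholds changed counts by construction. An adjusted p-value under 0.01 gave 2372 DE genes in Met-D, 171 under rapamycin and 1391 between Met-D and Leu-D, with 38 unique to rapamycin, 1140 shared by the 3 diets, 58.8% unique in Ile-D, 18.3% unique in Met-D and 81.5% of Met-D DE genes shared. A required log2 FC of at least 1 gave 699 in Met-D, 876 in Leu-D, 2722 in Ile-D and 131 under rapamycin. It gave 382 genes between Met-D and Leu-D, 2189 between Ile-D and Met-D and 1700 between Ile-D and Leu-D. Unique genes then numbered 1927 in Ile-D, 135 in Leu-D, 160 in Met-D and 50 under rapamycin, and 317 were shared by the 3 diets. The unique share was 70.8% in Ile-D and 22.9% in Met-D, while 76.8% of Met-D and 61.8% of rapamycin DE genes were shared. An unadjusted p-value under 0.05 gave 2386 genes under rapamycin, 415 of them unique, 4239 between Met-D and Leu-D and 32.0% unique in Ile-D.

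Fitting only the groups compared gave 1178 rapamycin DE genes, 229 of them unique. Quality weights per mouse gave 2096, 390 of them unique, and 32.1% unique in Ile-D. With no filter on low counts, which tests more genes, 990 genes (16.9%) were unique to Leu-D and 82.9% of Leu-D DE genes were shared. In the PCA of group means, PC1 held 70.7% of the variance over the 500 most variable genes and 52.8% with genes scaled to unit variance. With scaling the Met-D to Leu-D distance was 0.604 of that from Met-D to Ile-D and 0.658 of that from Leu-D to Ile-D.

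With different Control cages for each comparison, Pearson's r was 0.62 for Met-D and Leu-D, 0.43 for Met-D and Ile-D and 0.60 for Leu-D and Ile-D, which the removal of shared controls lowers by construction. The r of Leu-D and rapamycin, near 0 at first, was -0.097. The percent with the same sign was 35.3% for Leu-D and rapamycin, now below an even split, and 57.1% for Ile-D and rapamycin. The percent of rapamycin DE genes shared with a diet was 79.3% in this setting (64.2% of all tested genes), an alternative chosen after seeing the data.

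Each of the 20 cages was left out in turn. Rapamycin DE genes ranged from 218, without rapamycin cage 2, to 738, without Ile-D cage 19, and those unique to rapamycin from 28, without rapamycin cage 2, to 176, without Control cage 18. In each case 5 of the 20 fits differed by more than 1.5 times from the reported count. The other counts of DE and unique genes and the count shared by the 3 diets stayed within that limit in all 20 fits. The percents cannot be judged by the jackknife error, which these fits themselves make up, and 55 of 120 values of the 6 percents lay outside the binomial interval. The unique share ranged from 42.5% to 53.8% in Ile-D, from 11.5% to 16.7% in Met-D and from 9.92% to 14.2% in Leu-D. The percent shared with another diet ranged from 83.2% to 88.2% in Met-D and from 85.5% to 89.6% in Leu-D, and the percent of rapamycin DE genes shared with a diet from 71.3% to 87.2%. PC1 of the group means held 61.4% to 66.0% of the variance and PC2 22.8% to 26.4%, and the Met-D to Leu-D distance was 0.466 to 0.532 of that from Met-D to Ile-D and 0.531 to 0.629 of that from Leu-D to Ile-D. Between diets, r and the percent with the same sign stayed on their side of 0 and of an even split. With rapamycin they did so for Ile-D, but not for Met-D or Leu-D. The percent with the same sign ranged from 31.1% (106 genes, without Control cage 7) to 59.8% (122 genes, without Control cage 11) for Met-D, and from 49.2% (244 genes, without Leu-D cage 13) to 69.1% (162 genes, without Control cage 11) for Leu-D, where 3 fits lay below an even split. For Ile-D and rapamycin it was 64.5% to 77.3%. The r ranged from -0.085 to 0.053 for Met-D and rapamycin and from -0.0024 to 0.14 for Leu-D and rapamycin. For Ile-D and rapamycin it ranged from 0.059 to 0.174. Genes shared with rapamycin ranged from 92 to 258 for Met-D, from 124 to 331 for Leu-D and from 162 to 484 for Ile-D, with the lowest without rapamycin cage 2, Control cage 1 and rapamycin cage 2. For the genes named by rule, 1407 values of these fits kept their direction and side of the threshold, 41 were weaker and 1 was stronger. In 11 the direction changed where the gene was called neither there nor in the reported fit, such as Acly in Ile-D without cage 9 (0.14). Under the other alternatives 679 kept both, 38 were weaker, 6 were stronger and 7 changed direction without a call. None changed direction while called in either fit.

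The gene lists depended most on the correlation between genes. Camera with an estimated correlation called 0 of the 72 tests, with 8 at an unadjusted p-value under 0.05, and fry called 37, against 14 reported. Adjusted p-values no longer under 0.05 with the estimated correlation were, in Met-D, 0.489 for branched-chain amino acid catabolism and 0.422 for the clock. In Leu-D they were 0.396 for branched-chain amino acid catabolism and 0.422 for each of the T cell, clock and deacetylase lists. In Ile-D they were 0.422 for branched-chain amino acid catabolism, 0.221 for beta-oxidation and 0.76 for the respiratory chain. Under rapamycin they were 0.455 for ATF4 targets, 0.198 for B cell, 0.21 for Kupffer cell and 0.287 for endothelial markers and 0.403 for beta-oxidation.

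Fry, which asks whether members shift in one direction without comparing them with other genes, called further lists at these adjusted p-values. In Met-D these were ATF4 targets (0.0176) and B cell (0.0185), T cell (0.00126), adipose (0.00275) and deacetylase lists (0.000465). In Leu-D they were ATF4 targets (0.0152), B cell (0.00103), adipose (0.000343), hepatocyte secreted protein (0.028), pancreas (0.0271) and phenylalanine and tyrosine catabolism lists (0.00224). In Ile-D they were ATF4 targets and B cell markers (3.33e-05 each), T cell (5.55e-09), adipose (5.28e-08), clock (4.08e-08), hepatocyte secreted protein (0.000152), acetyltransferase (6.71e-08) and deacetylase lists (2.06e-09), and phenylalanine and tyrosine catabolism and stellate lists (0.000343 each). Under rapamycin they were T cell (0.0359) and hepatocyte secreted protein lists (0.0317). Library size only added T cell markers in Met-D (0.0416), B cell markers (0.0479) and phenylalanine and tyrosine catabolism (0.0483) in Leu-D and hepatocyte secreted proteins under rapamycin (0.0483). Counts summed per cage added B cell markers in Leu-D (0.031) and T cell markers in Ile-D (0.0467), and lost the clock in Leu-D (0.0636). No list changed direction where it was called.

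Depth limits the lists whose members are rare in liver, since 5 of 10 B cell, 6 of 15 T cell, 4 of 6 adipose and 2 of 11 pancreas markers passed the filter. It did not set the order of the counts of DE genes, which was the same with all libraries thinned to the smallest (3679 in Met-D, 4948 in Leu-D and 8927 in Ile-D).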

Differences from the paper's values

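None of the 17 values that the paper states in its text or shows in a figure, and none of the 32 log2 FCs of 8 genes read from its Table S2, differed from those computed here by more than 1.5 times or more than their error. For example, the paper gives 4088 genes (45.6%) unique to Ile-D, and 4180 (45.9%) were found here. The paper tested 13929 transcripts, against 14252 genes here.

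One gene differs from the paper's statements. The paper describes Hat1 as raised specifically by Ile-D, while here Hat1 was also called in Met-D, with a log2 FC of 0.38 (limma adjusted p = 0.0131). Of the alternatives set before the data were examined, Hat1 was not called in Met-D with cage as a random block (limma adjusted p = 0.0881), with the counts of each cage summed (0.0992), without Control cage 11 or without Met-D cage 20. Over all 30 alternatives its adjusted p-value in Met-D ranged from 0.00172 to 0.0992.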

Other observations

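Of the tests in this part, those of gene length and GC content, of the direction of rapamycin and Met-D calls and of the rapamycin calls by cage were chosen only after the result was seen.

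The number of DE genes was set against other splits of the same mice, fitted on the groups compared. Of 100 splits of the 24 mice of Met-D and Control, 1 gave as many genes, the real one with 4349, and the same held for Leu-D (1 of 100, 5177 genes), Ile-D (1 of 100, 8076 genes) and rapamycin (1 of 100, 1178 genes). The highest counts of the other splits were 154, 1782, 4001 and 229. Among the 35 splits of the 8 cages, 1 gave as many genes in Met-D, 1 in Leu-D and 1 in Ile-D, where the other splits reached 3226, 2345 and 3991. For rapamycin 2 of the 35 did. The other one, with 1592 genes, set Control cages 1 and 11 and rapamycin cages 6 and 15 against Control cages 7 and 18 and rapamycin cages 2 and 12. In the PCA over mice, examined after these splits, PC3 held 8.25% of the variance and parted mice of one treatment, being -16.2 or lower in 13 of the 36 mice of Control, rapamycin and Met-D and 0.157 or higher in the others. It also parted mice of one cage, such as Control mice 01N (-24.4) and 01R (13.2) and rapamycin mice 02R (-27.6) and 02N (5.42). The mean of PC3 per cage was 0.823 to 13.6 on the first side of that split and -27.8 to -7.35 on the other. A difference among mice as large as that between treatments therefore stays open for rapamycin, and cage alone does not describe it. No date or batch was found in the paper or the labels, and what PC3 stands for was not tested.

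With the counts of each cage summed, 2.475% of the rapamycin DE genes were called (15 of 606). This is consistent with likeness of mice within cages accounting for most of the calls made over mice. On simulated data without such likeness, the same test with counts summed per cage called 183 of 200 changed genes. Each of those genes was changed by 1 log2 unit, a size that 131 of the 606 rapamycin DE genes reached. The simulation therefore does not show that smaller changes could be called from cage sums, and a loss of calls from fewer samples stays open.

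Ile-D gave 1.79 times as many DE genes as Leu-D, and technical explanations did not remove this. The ratio was 1.80 with all libraries thinned to the smallest, at 17429799 counts over the genes tested, and 2.75 with the counts of each cage summed. It was 1.78 without the 100 most abundant genes, which hold 49.5% of the counts. With trends on GC content and gene length removed within each mouse, for the 98.0% of tested genes that have both, it was 1.71, and the median correction was 0.072 on the log2 scale. A lower share of hepatocytes in Ile-D liver would raise the markers of all other cells alike, but the medians of the Kupffer (0.020), endothelial (0.031), cholangiocyte (-0.062) and stellate (-0.62) lists spanned 0.649. That more genes respond to Ile-D than to Leu-D or Met-D remains a hypothesis about biology, as it was found and tested on the same mice. The paper reports a near total loss of fat mass in Ile-D mice, and its effect on the liver was not separated from that of isoleucine itself.

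DE genes shared by rapamycin and Met-D mostly changed in opposite directions, with 37.4% of 198 genes changing the same way. Shared control mice are argued against as the cause, since they push this share upward and it was 16.7% with different Control cages. One outlying Control cage is consistent with part of the pattern. Without Control cage 11 the share was 59.8% of 122 genes, whereas without cages 1, 7 or 18 it was 32.6%, 31.1% and 45.0%. Opposite regulation by rapamycin and Met-D may therefore depend on that cage.

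Likeness of mice within cages was compared between gene lists. The median intraclass correlation by cage of 17 clock genes was 0.379, above 95.1% of 10000 random lists matched on expression but short of the value of 0.397 that these lists set as the limit of the test. Collection of cages at different times of day could raise it, and this could not be decided. The ATF4 list, at 0.337, lay above 97.8% of random lists, while the hepatocyte secreted protein list, at 0.062, lay above 0% of them.

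Lists not given with a conclusion of the paper were as follows. ATF4 targets of the integrated stress response had median log2 FCs of 0.23 in Met-D, 0.27 in Leu-D and 0.31 in Ile-D, with 11, 12 and 23 of 30 DE (13, 12 and 23 adjusted over the list alone; camera adjusted p = 0.146, 0.168 and 0.184; fry 0.0176, 0.0152 and 3.33e-05, the lowest of 5 alternatives, of which the highest were 0.649, 0.674 and 0.687). Among them, chosen after their values were seen, Asns rose by 1.37, 2.20 and 2.60. Ddit4, chosen the same way, rose by 0.41, 1.50 and 6.06 (limma adjusted p = 0.267, 1.74e-06 and 3.14e-30). Under rapamycin the ATF4 list had a median of -0.17 (camera adjusted p = 0.0199, over 5 alternatives from 0.0201 to 0.455). Beta-oxidation genes also fell under rapamycin, with a median of -0.25 and 6 of 25 DE (12 adjusted over the list alone; camera adjusted p = 9.26e-11, highest 0.403).

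T cell markers had medians of -0.60, -0.996 and -1.89 in Met-D, Leu-D and Ile-D (camera adjusted p = 0.0732, 0.0341 and 0.0732), and B cell markers -0.78, -1.25 and -1.77 (0.1, 0.0555 and 0.12). Kupffer cell markers had -0.17 and -0.30 in Met-D and Leu-D (0.574 and 0.184), and in Ile-D the adjusted p-value was 0.849. Endothelial markers had -0.14 and 0.20 in Met-D and Leu-D (0.36 and 0.481), and 0.89 in Ile-D was the adjusted p-value. Stellate cell markers had -0.16 and -0.11 in Met-D and Leu-D (0.504 and 0.679), with adjusted p-values of 0.12 in Ile-D and 0.064 under rapamycin. Cholangiocyte markers had -0.025 and 0.41 in Met-D and Leu-D (0.913 and 0.716), with adjusted p-values of 0.795 in Ile-D and 0.72 under rapamycin. Hepatocyte secreted proteins had -0.063, 0.15, 0.35 and 0.11 in Met-D, Leu-D, Ile-D and rapamycin (0.36, 0.298, 0.217 and 0.064).

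Adipose markers, of which 4 were tested, had medians of -1.28, -0.88, -2.40 and 0.49 in Met-D, Leu-D, Ile-D and rapamycin (camera adjusted p = 0.146, 0.184, 0.184 and 0.399). The 2 pancreas markers tested had 1.10, 2.55, 1.85 and -0.094 (0.72, 0.331, 0.679 and 0.915), too few to compare. Under rapamycin the median was -0.055 for branched-chain amino acid catabolism (0.325), -0.017 for phenylalanine and tyrosine catabolism (0.915), 0.10 for other amino acid catabolism (0.14) and 0.071 for respiratory chain subunits (0.1).

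Apom, chosen after its values were seen, was among the genes that rapamycin lowered and no diet changed, with a log2 FC of -0.67 (SE 0.087, limma adjusted p = 1.36e-06), against -0.017, 0.12 and -0.025 in Met-D, Leu-D and Ile-D.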
